# Macrophages expressing macrophage receptor with collagen structure attenuate liver fibrosis through a tissue restoration phenotype

**DOI:** 10.1172/jci.insight.193172

**Published:** 2026-03-23

**Authors:** Sofia Jerez, Shawna A. Cooper, Usman Yaqoob, Maleeha F. Kalaiger, Abid A. Anwar, Mandy Wong, Bushra Arif, Luke C. Doskey, Maria Hernandez-Tejero, William A. Sherman, Ruben De Boeck, Ying Li, Moira B. Hilscher, Enis Kostallari, Nidhi Jalan-Sakrikar, Sheng Cao, Vijay H. Shah

**Keywords:** Cell biology, Hepatology, Fibrosis, Immunotherapy, Macrophages

## Abstract

Liver macrophages are central in maintaining hepatic homeostasis and mediating immune responses during liver injury, including fibrosis. Macrophages may have proinflammatory or antiinflammatory properties, but which properties influence fibrosis remains unclear. To explore the role of macrophages in liver fibrosis, we performed single-cell RNA-seq in a mouse model of liver injury and found that macrophage diversity was increased. *Marco* was among the most significantly upregulated genes, and a population of *Marco*^hi^ macrophages increased with injury and spatially segregated to nonfibrotic areas. The macrophage receptor with collagenous structure (MARCO) protein is a scavenger receptor expressed by specific subsets of macrophages, and its role in liver fibrosis is unclear. In vitro induction of *Marco* in bone marrow–derived macrophages decreased proinflammatory gene expression, increased antiinflammatory and antifibrotic gene expression, and enhanced phagocytosis, indicating a restorative phenotype. Adoptive transfer of MARCO^+^ macrophages in a mouse model of liver fibrosis reduced the expression of extracellular matrix–associated (ECM-associated) genes in hepatic stellate cells (HSCs) and reduced collagen deposition, which did not occur with the transfer of MARCO^–^ macrophages. Therefore, MARCO^+^ macrophages have a tissue restorative role in the liver and attenuate fibrogenesis through interaction with HSCs, thereby providing a potential therapeutic pathway for liver fibrosis.

## Abstract 2

Injection of bone marrow-derived macrophages (BMDM) expressing Macrophage receptor with a collagenous structure (MARCO) reduces scarring in a mouse model of chronic liver fibrosis.

## Introduction

Chronic liver diseases are characterized by excessive intrahepatic inflammation, which leads to the development of fibrosis, cirrhosis, and liver failure with an increased risk of death (1). Fibrosis is characterized by the accumulation of extracellular matrix (ECM) and subsequent loss of liver function (1, 2). Additionally, cytokine and chemokine secretion are increased, which promotes the infiltration of immune cells, including macrophages, to the liver (1). The liver hosts the largest population of macrophages in the body (3, 4); however, the role of macrophages in liver disease is not fully understood. In healthy livers, there is a homeostatic balance between resident Kupffer cells and infiltrating monocyte-derived macrophages (5). The normal functions of these macrophage subpopulations include regulating homeostasis, monitoring for pathogens, and clearing debris generated during normal apoptotic processes of hepatic cells. However, the heterogeneity and distribution of macrophage subpopulations during liver injury and fibrosis remain unclear.

The macrophage receptor with collagenous structure (MARCO) is a class A membrane protein member of the scavenger receptor family, which is primarily expressed by macrophages (6, 7). With recent advances in single-cell technologies, MARCO^+^ macrophages have been increasingly detected in multiple tissues, and their potential role in health and disease has become an area of interest for multiple organ systems (8). MARCO protein expression is associated with an immunosuppressive phenotype during tumorigenesis (9–11) and has been proposed as an immune checkpoint mediator that contributes to tumor cell immune evasion (12). MARCO protein is also upregulated in fibrotic skin and lung diseases (13–15). Additionally, proinflammatory cytokine production is potentially decreased in MARCO^+^ macrophages (16, 17). However, the role of MARCO^+^ macrophages in liver fibrosis remains unknown. The function of MARCO^+^ macrophages in tissues other than the liver includes recognition and clearance of pathogens, apoptotic cells, and debris, which suggests that MARCO^+^ macrophages may contribute to liver health and function (18, 19).

Cell-based therapy is an emerging approach for treating diseases for which specific pharmacologic therapies are not available or effective. Ex vivo–polarized immune cells or engineered immune cells, such as chimeric antigen receptor T cells, are increasingly used to treat chronic conditions in addition to cancer (20, 21). The phenotypic plasticity of macrophages makes them attractive candidates for cell-based therapy. Indeed, macrophage-based treatment for tissue repair and regeneration has been reported in animal models of several nonliver conditions, including autoimmune encephalomyelitis (22), spinal cord injury (23), and tendon repair (24). Similarly, macrophage-based therapy has been used to restore immune homeostasis and reduce inflammation in autoimmune diseases such as multiple sclerosis and rheumatoid arthritis (25). However, few macrophage-based therapies have been developed to treat liver fibrosis (26). Therefore, understanding the role of MARCO^+^ macrophages in liver diseases may yield insight into developing targeted therapies to modulate immune responses in the liver.

## Results

### Chronic liver fibrosis induces transcriptomic changes in macrophage subpopulations.

To assess the effect of chronic fibrosis on the macrophage population and transcriptomic diversity, single-cell RNA-seq (scRNA-seq) was performed on intrahepatic leukocytes isolated from 8 mice given olive oil (control) or CCl_4_ (chronic fibrosis). Bioinformatic quality control focused on recovering high-quality, singlet nonparenchymal cells rather than hepatocytes. This yielded 139,159 cells from the olive oil group and 107,366 from the CCl_4_ group across 21 clusters at 0.1 resolution (Figure 1, A–C). Cluster identity was determined by canonical cell-type conserved genes (Figure 1B).

Multiple myeloid clusters were identified, but macrophage marker genes, such as the F4/80-coding gene *Adgre1*, *Clec4f*, and *Itgam*, identified 2 potential macrophage clusters: cluster 1 (Olive Oil: 16,641, CCl_4_: 11,017), and cluster 3 (Olive Oil: 2,874, CCl_4_: 12,557) (Figure 1B). Macrophage subpopulations were annotated by using conserved genes, with cluster 1 determined to be primarily composed of Kupffer cells expressing *Adgre1* and *Clec4f* (Figure 1, D and E) with a minority of infiltrating monocyte-derived macrophages, which were identified by the expression of the myeloid cell marker CD11B-coding gene *Itgam* (Figure 1, D and E) also present. Cluster 3 was positive for *Adgre1* and *Itgam*, but also for genes suggesting a mixture of nonmacrophage myeloid cell types and endothelial cells.

The data show that, at this resolution, we can identify the 2 predominant macrophage populations in olive oil and CCl_4_ groups, resident Kupffer cells and infiltrating monocyte-derived macrophages.

### Marco expression in macrophages is enhanced during chronic liver fibrosis.

To understand the transcriptional profiles of each of the macrophage subpopulations during CCl_4_-induced liver fibrosis, differential gene expression analysis was conducted. For each of the identified transcriptomic clusters, differentially expressed genes in the livers of the olive oil group versus CCl_4_ group were identified by using a cutoff value of log_2_FC change greater than 0.5 and an adjusted *P* value less than 0.05. In cluster 1, the most highly upregulated genes included *Gpnmb*, *Cd63*, and *Marco*. *Marco* was one of the highly upregulated genes in the CCl_4_ group, with a log_2_ fold change of 2.2 and an adjusted *P* value of 1 × 10^–113^ (Figure 2A). *Marco* is known to be expressed on tissue-resident macrophages in the lung and liver (5, 27); concordantly, in our study, *Marco* was expressed in the Kupffer cell cluster 1, as shown by violin and feature plots of gene expression (Figure 2, C and D, and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.193172DS1). Despite low levels of expression in the olive oil group, in the livers of CCl_4_-induced fibrotic mice, the proportion of macrophages expressing *Marco* doubled to over 30% (Figure 2E and Supplemental Figure 2), indicating that its expression is upregulated in response to chronic fibrosis.

To better understand the phenotypes and origins of liver macrophages expressing *Marco*, we focused on cluster 1 to avoid the potential for bias from cluster 3. Cluster 3 was highly unbalanced for cell counts between olive oil and CCl_4_ and presented with a heterogeneous population of NPC fraction. Within cluster 1, refined subpopulations of cells were obtained for determining their cellular origin, differential gene expression, and downstream analysis. During CCl_4_-induced fibrosis, there was an increase of the infiltrating *Itgam^+^* and *Clec4f^–^* macrophages in the liver, and in addition to the resident *Clec4f^+^Marco^+^* cells; *Itgam^+^Marco^+^* *and Clec4f^–^Marco^+^* macrophage populations emerge (Figure 2F), suggesting that *Marco* expression is also increased on smaller populations of infiltrating macrophages during liver fibrosis. To further refine this population, the cells were triple-sorted for *Clec4f*, *Itgam*, and *Marco* to attempt to identify infiltrating myeloid cells that adopt the Kupffer cell phenotype (moKC) versus embryonic-derived Kupffer cells (Supplemental Figure 2). Indeed, the proportion of cells positive for *Clec4f^+^* and negative for *Itgam^–^* and *Marco^–^* decreased from 60% in the Olive Oil group to 13% in the CCl_4_. This was coupled with an increase in *Clec4f^+^Itgam^–^Marco^+^* (likely embryonic-derived KCs) from 10% in Olive Oil to 19% in CCl_4_ as well as an increase in the triple-positive group *Clec4f^+^Itgam^+^Marco^+^* (likely moKC) from 4% to 11%. This suggests that increases in injury-induced *Marco* expression are occurring in heterogeneous populations of Kupffer cells.

Next, differential gene expression analysis and IPA (Qiagen) were conducted on *Marco*^+^ versus *Marco*^–^ macrophages from the olive oil group and CCl_4_ group (Supplemental Figure 3, A and B, and Supplemental Figure 4) and between *Marco*^+^ macrophages from olive oil versus CCl_4_ (Supplemental Figure 3C). These analyses showed that phagosome formation (phagocytosis) pathway genes increased in *Marco*^+^ macrophages compared with *Marco*^–^ macrophages from the olive oil group control and CCl_4_-induced fibrosis livers. However, phagocytosis pathway genes were decreased in *Marco*^+^ macrophages in CCl_4_-induced fibrosis livers compared with *Marco*^+^ macrophages from olive oil. These results suggest that the *Marco*^+^ macrophages could be more functional in their ability to participate in ECM remodeling and fibrosis prevention than *Marco*^–^ macrophages, but that after CCl_4_-induced fibrosis, this capability is attenuated in *Marco*^+^ macrophages.

### Pseudotime analysis indicates that Marco^+^ macrophages originate from Kupffer cells and infiltrating macrophages in CCl_4_ fibrosis.

To better understand the origin and gene programs associated with *Marco* expression, we reprocessed the CCl_4_ dataset for pseudotime trajectory analysis with the Monocle 3 package. Pseudotime trajectory analysis compares the similarity and incremental changes in gene expression between cells in a cluster, as well as the trajectory of the gain or loss of specific genes. This is important for showing the phenotypic plasticity of macrophages in response to injury. The phenotypic plasticity of resident (Node 1, *Clec4f*^+^) versus infiltrating (Node 2, *Itgam*^+^) macrophage populations was analyzed with a starting node in each population and convergence/divergence of specific subpopulations (Figure 3A). Feature plots highlight the distribution of *Clec4f*-expressing Kupffer cells versus *Itgam*-expressing infiltrating macrophages and the induction and distribution of *Marco* versus damage-associated *Trem2* (28, 29) expression along monocle3_pseudotime in (Figure 3B). Indeed, without sorting or supervised analysis, spatial autocorrelation analysis (i.e., Moran’s *I* values) quantitatively showed that *Marco* was one of the most strongly and significantly induced genes across pseudotime and highlighted that *Marco*^+^ cells emerged from the resident Kupffer cells, infiltrating macrophage subpopulations, and the convergence of the “Kupfferized” infiltrating cell-derived Kupffer cells (Table 1). Because other notable functional genes, including pathogen receptors and matrix metalloproteinases (MMPs), were apparent in the spatial autocorrelation analysis, the full list and magnitude of Moran’s test statistic values (not differential gene expression fold changes) were then subjected to IPA to identify the associated gene programs/pathways that were induced across pseudotime (Figure 3C and Table 1). Many pathways were associated with immune cell activation, but those associated with cell-cell interaction and phagocytosis were also significantly increased. Thus, pseudotime analysis allowed us to examine macrophage plasticity in the scope of CCl_4_ administration, demonstrating that *Marco*^+^ macrophages do not exclusively arise from *Clec4f^+^Itgam^–^* embryonic-derived Kupffer cells, but a small population also arises from infiltrating macrophages and infiltrating macrophage–derived Kupfferized cells, and they capture induction of important functional pathways. Our data support the fact that not all *Marco*^+^ macrophages are equivalent. The background cell of origin and microenvironment-related polarization program may strongly influence the overall phenotype of specific *Marco^+^* macrophage populations and highlights the importance of understanding macrophage heterogeneity. *Marco* expression increased apparent phagocytic capacity at baseline, and CCl_4_ administration increased the *Marco*^+^ cell population. Despite this, fibrosis still developed and was associated with downregulation of phagocytosis pathways in *Marco*^+^ macrophages from the CCl_4_ group compared with olive oil. This compelled us to characterize the properties of specific subpopulations of *Marco^+^* macrophages.

To further analyze the phenotype and origin of MARCO^+^ macrophages induced during liver fibrosis, we did mass cytometry (CyTOF) using a panel of antibodies (see Supplemental Methods) focused on macrophage markers. The results obtained show a shift in immune cell populations when comparing olive oil versus CCl_4_-induced fibrosis (Supplemental Figure 5A). The analysis returned 28 cell clusters, with the majority of them corresponding to macrophages (Supplemental Figure 5, B and C). MARCO expression levels can be observed in areas corresponding to cluster 19, which correspond to Kupffer cells identified by the expression of CLEC4f (Supplemental Figure 5D), but not exclusively, as higher MARCO levels can be observed scattered across other clusters (2, 7, 8, 18, 19, 23). Next, we subset MARCO^hi^ cells, and analyzed the expression of infiltration markers CD11b and CX3CR1. We found that a population of MARCO^hi^ cells, double positive for these 2 protein markers (cluster 7 and 8), is induced with fibrosis, which provides protein-level validation of the transcriptomic results, showing infiltrating MARCO^+^ macrophages (and MARCO^+^ infiltrating macrophage–derived Kupffer cells) in the liver (Supplemental Figure 5E).

Going forward, we did not always specifically attempt to discriminate between Kupffer cell subtypes and non-Kupffer cell macrophages due to assay limitations. Both populations increased *Marco* in response to injury, and the data further indicate that the majority of the infiltrating *Marco*^+^ cells had adopted the Kupffer cell phenotype *Itgam^+^Clec4f^+^*. Since Kupffer cells are macrophages, but not all macrophages are Kupffer cells, the term macrophage is used for all of these populations unless otherwise specified for a specific subset.

### MARCO expression is enhanced in areas with low collagen deposition in chronic liver fibrosis.

The homogeneous, sinusoidal distribution of macrophages observed in healthy liver tissue was perturbed with chronic fibrotic injury in CCl_4_ mice, as well as human cirrhotic liver. Specifically, macrophages increased overall and appeared to concentrate in areas of fibrosis (Supplemental Figure 6). However, the behavior of specific macrophage populations, especially *Marco*^+^ macrophages was unknown. To understand the spatial distribution of *Marco*^+^ macrophages during liver fibrosis, we first analyzed our previously described spatial transcriptomics dataset (Gene Expression Omnibus [GEO], GSE259363) (30). Based on collagen type I expression, the liver was subset into fibrotic versus nonfibrotic zones (30). *Marco* was expressed primarily in the nonfibrotic zones with low collagen expression (Figure 4A). This finding was confirmed via IHC and immunofluorescence staining of MARCO^+^ macrophages in mouse and human liver tissue sections (Figure 4, B and C). MARCO^+^ cells were localized primarily to nonfibrotic areas of the liver from CCl_4_ group mice, indicating the macrophages localized to the fibrotic septa were MARCO^–^. Indeed, the fibrotic septa contained primarily MARCO^–^CLEC4F^+^ macrophages, with minimal numbers of double-positive macrophages in this region (Figure 4B). This spatial distribution pattern was also evident with MARCO^–^CD68^+^ macrophages in human cirrhotic tissue samples (Figure 4C). Taken together, these results suggest that MARCO^+^ macrophages are increased and tend to accumulate in the nonfibrotic areas in the liver during chronic fibrosis.

The aforementioned results led to the question of whether the MARCO^+^ macrophages have reduced migratory capacity toward the areas of fibrosis. To answer this question, *Marco* was transfected into RAW 264.7 mouse macrophage cells, which do not endogenously express *Marco*. We then analyzed migration in response to CXCL9, which is a key chemokine regulating the redistribution of macrophages in the liver (31). *Marco* overexpression significantly reduced migration at baseline and chemotaxis in response to CXCL9 stimulation (Supplemental Figure 7A). Phalloidin staining uncovered cytoskeletal remodeling, also potentially affecting migration capacity (Supplemental Figure 7B). Concordant with the migration results, we found that MARCO^+^ macrophages also express lower levels of *Cxcr3*, the receptor for CXCL9, compared with MARCO^–^ macrophages by qPCR (Supplemental Figure 7C). Thus, our results demonstrate that macrophage populations are not only increased in response to fibrotic injury overall but are spatially segregated based on MARCO expression, with regions of fibrosis/increased collagen I expression associated with MARCO^–^ cells and MARCO^+^ concentrated in the uninjured parenchyma. Furthermore, the specific localization of MARCO^+^ macrophages in nonfibrotic areas can be explained by a reduction in functional pathways associated with migration as evidenced by lack of response to CXCL9-induced chemotaxis, and low *Cxcr3* expression.

### MARCO^+^ macrophages have antiinflammatory, antifibrotic, and prophagocytic characteristics.

Since migration capacity alone is not sufficient to explain the phenotype of MARCO^+^ macrophages, we analyzed other functional characteristics using transcriptomics. The availability (Supplemental Figure 8A) and tolerance to manipulation of Raw264.7 cells and BMDM are substantially better than tissue-resident macrophages, and the BMDM potentially translate more readily to future therapeutic applications (32). Therefore, we used MARCO^+^ BMDM or *Marco*-overexpressing Raw264.7 for in vitro validation of the previous in silico analysis as well as additional transcriptomic studies. BMDMs were obtained by isolating mouse bone marrow hematopoietic progenitors and differentiating them with macrophage CSF treatment for 7 days. *Marco* is expressed at exceptionally low levels in WT BMDMs; therefore, we induced *Marco* expression by treating BMDMs with LPS using PBS as a vehicle (33). Only 2% of the vehicle-group F4/80^+^ population of BMDMs were positive for MARCO; however, LPS stimulus increased the percentage of MARCO^+^ cells in this population to 25% (Figure 5A). We then sorted F4/80^+^MARCO^–^ and F4/80^+^MARCO^+^ subpopulations with FACS and confirmed *Marco* mRNA and MARCO protein levels in each subpopulation with immunoblot and qPCR analysis, respectively (Supplemental Figure 8, B and C). Upstream regulator analysis of endogenous Marco^+^ macrophages further demonstrate the physiologic relevance of LPS induction of *Marco* (Supplemental Figure 9).

To assess the proinflammatory potential of MARCO^–^ and MARCO^+^ macrophages, we performed gene expression analysis of the sorted BMDM subpopulations with the NanoString nCounter, Fibrosis, and Immunology panels. The global differential gene expression from the total NanoString nCounter array immunology probe set for MARCO^+^ versus MARCO^–^ BMDMs is shown in a volcano plot (Figure 5B). From immunology panel, we found that expression levels of the migration-related genes *Ccr2*, *Ccr5*, and *Ccr7* were lower in MARCO^+^ BMDMs than in MARCO^–^ BMDMs (Figure 5C). We also analyzed sorted BMDMs after MARCO induction with nCounter fibrosis panel. MARCO^+^ BMDMs showed lower expression of the proinflammatory mediator and higher levels of several MMPs (*n* = 2, data not shown). We validated these results using Raw 264.7 macrophage cell line where we found that over expression of MARCO is associated with lower levels of Tumor necrosis factor (*Tnf)* and Chemokine C-C motif ligand 5 (*Ccl5*) at basal conditions and after inflammatory stimulation with LPS (Figure 5D). We also detected higher levels of the collagen-degrading MMPs *Mmp2*, *Mmp3*, *Mmp9*, and *Mmp12* (Figure 5E). IPA of the transcription profiles from BMDM (Figure 5F) showed IL-10 signaling and similar upregulated pathways in MARCO^+^ compared with MARCO^–^ BMDMs, which is associated with an antiinflammatory phenotype.

Finally, to validate the tissue macrophage IPA results and confirm a potentially fundamental property of tissue restorative macrophages, we examined the phagocytic activity of MARCO^+^ versus MARCO^–^ BMDMs in vitro by measuring the uptake of fluorophore-labeled opsonized latex particles. Phagocytic activity was significantly higher in MARCO^+^ BMDMs than in MARCO^–^ BMDMs (FC = 1.72, *P* < 0.05) (Figure 5G). We further validated this finding by measuring phagocytosis in vivo using GFP-labeled *E*. *coli* injected into the portal vein of CCl_4_ group mouse livers. Costaining of MARCO, F4/80, and GFP revealed approximately 40% of MARCO^–^ cells were GFP^+^ while a significantly larger population of MARCO^+^ macrophages phagocytosed the GFP^+^ *E*. *coli* (Figure 5H). These results indicate a less inflammatory and highly phagocytic phenotype in MARCO^+^ BMDMs and intrahepatic macrophages, indicating possible antifibrotic or prorestorative characteristics.

These results are also notable for the differences between the MARCO^+^ BMDMs and the endogenous *Marco^+^* macrophage from the CCl_4_ injury model. Indeed, *Marco*^+^ macrophages were shown to have differences in phagosome formation by IPA when comparing *Marco*^+^ macrophages in the healthy olive oil control versus the CCl_4_ chronic fibrosis model (Supplemental Figure 3). This suggests that the microenvironment in which the *Marco*^+^ macrophages are derived could affect their function, such that the BMDMs may be more efficacious than endogenous macrophages in attenuating chronic fibrosis.

### Adoptive transfer of MARCO^+^ macrophages attenuates fibrosis in vivo.

Based on the reparative properties of *Marco*^+^ macrophages observed in vitro, we hypothesized that MARCO^+^ macrophages may improve liver fibrosis in vivo. To test this hypothesis, we conducted an allogeneic adoptive transfer experiment in which sorted MARCO^+^ and MARCO^–^ BMDM subpopulations (Figure 5A) were adoptively transferred into recipient mice during the CCl_4_ administration protocol (Figure 6A). To confirm the homing of exogenous macrophages to the liver, we used healthy mice with and without cell transfer to detect the presence of MARCO^+^ cells in the liver. Basal numbers of MARCO^+^ macrophages are exceptionally low in healthy livers (Figure 2F, Supplemental Figure 2, and Supplemental Figure 8A), so we could be confident that the increase in MARCO^+^ cells detected after adoptive transfer was due to the MARCO^+^ BMDMs and not endogenous cells. As a control, we also transferred MARCO^–^ BMDMs to a second group of control mice and observed no increase in MARCO staining compared with healthy liver. Thus, the BMDMs did not alter their MARCO expression during the transfer experiment. The number of total macrophages showed minor variation among the 3 conditions, as shown by staining F4/80 (Figure 6B). This finding was further confirmed by immunoblot analysis on whole livers. Notably, livers of mice from the olive oil group had higher levels of MARCO protein after transfer of MARCO^+^ BMDMs than saline or MARCO^–^ BMDM recipients. Still, they had lower MARCO protein levels than recipient mice with CCl_4_ (Figure 6C). These findings confirm that the exogenous MARCO^+^ BMDMs accumulated in the livers of recipient mice, and the accumulation was increased during CCl_4_-induced fibrosis. To further confirm that the increased accumulation of MARCO^+^ cells was due to exogenous MARCO^+^ macrophages integrating into the liver, we performed flow cytometry analysis utilizing fluorescent LPS-stimulated BMDMs isolated from tandem dimer Tomato–expressing (tdTomato-expressing) mice (tdT-BMDMs). Mice from olive oil or CCl_4_ groups were injected with tdT-BMDMs at weeks 3 and 5 of the CCl_4_ administration protocol, as described in Figure 6A. Flow cytometric analysis of isolated intrahepatic leukocytes showed tdTomato fluorescence in a cell population from tdTomato-BMDM recipient mice but not from the saline mice (Figure 6D). The tdTomato^+^ population increased from 1.52% in mice from the olive oil group to 26.8% in mice from the CCl_4_ group, indicating that the transferred BMDMs specifically homed to the injured liver (Figure 6D). Next, we investigated the effect of exogenous transferred MARCO^+^ macrophages on liver fibrosis. Picrosirius red staining revealed a significant decrease in collagen deposition in liver sections from recipients of MARCO^+^ BMDMs compared with saline or MARCO^–^ BMDM recipients, indicating that the CCl_4_-induced fibrotic phenotype was attenuated after adoptive cell transfer of MARCO^+^ BMDMs (*P* < 0.05) (Figure 6E). To confirm the effect of exogenous MARCO^+^ BMDMs in reducing the fibrosis in the CCl_4_ model, we used clodronate to deplete endogenous macrophages before the cell transfer of BMDM, which also express GFP for tracking of transferred cells. With this model, we validated our results, as we showed a reduction of collagen deposition in mice that received MARCO^+^ BMDMs compared with those that received MARCO^–^ BMDMs using picrosirius red staining and hydroxyproline level quantification (Supplemental Figure 10, A–C).

Our staining and spatial transcriptomics data show that endogenous *Marco*^+^ macrophages predominantly reside in the nonfibrotic areas of the liver after CCl_4_-induced fibrosis. Thus, we assessed potential changes in the spatial distribution of MARCO^+^ macrophages after transfer of MARCO^+^ BMDMs. In the livers of CCl_4_ group mice, MARCO staining was colocalized with collagen type I staining (Figure 6F), showing that the transferred MARCO^+^ BMDMs localized to the fibrotic zones of the injured liver. These observations demonstrate that MARCO^+^ BMDMs can successfully home to the injured liver following adoptive transfer and reduce collagen deposition and fibrosis.

### Adoptive transfer of MARCO^+^ macrophages downregulates ECM genes from hepatic stellate cells.

We used spatial transcriptomics to gain potential mechanistic insight into how MARCO^+^ macrophages reduce liver fibrosis in vivo. We analyzed the effect of MARCO^+^ macrophages on hepatic stellate cells (HSCs), the primary matrix-producing cells and key drivers of fibrosis, in fibrotic mouse livers after chronic CCl_4_ administration. The NanoString GeoMx Digital Spatial Profiler platform was used to obtain the transcription profile of HSCs colocalized with MARCO^+^ versus MARCO^–^ macrophages, in samples from mice that received CCl_4_+Saline compared with samples from mice that received CCl_4_+MARCO^+^ BMDMs. 

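The platform hybridizes RNA probes with photocleavable barcodes to fixed tissue sections, releases the barcodes of 1 illuminated segment at a time and counts them by sequencing. The authors deposited values normalized to the upper quartile (Q3) for 607 genes, given by symbol, in 159 segments of 4 mouse livers. There were 41 HSC (DESMIN+) segments, 25 of them in MARCO Hi and 16 in MARCO Lo ROIs, with 45 MARCO+, 24 MARCO- and 49 Other segments. The deposited descriptions label livers 1 and 3 as treated CCl_4_ and livers 2 and 4 as control, whereas the paper's methods give CCl_4_ to all 4 mice. The descriptions do not name the livers that received MARCO+ BMDMs, so the pairs are called here the livers labelled treated CCl_4_ and the livers labelled control, and neither pair is assigned to the transfer or the saline group. Against positions read by eye from Fig. 7D, 0 of 17 genes differed by more than the error in the livers labelled treated CCl_4_. That error was the standard error of the values here times the square root of 2 (0.41 to 0.45), and not the precision of the reading. In the livers labelled control 14 of 17 differed. For Supplemental Figure 11C, 5 of 5 and 0 of 5 differed. This match goes with transfer in the livers labelled treated CCl_4_, but it is no statement of the groups and was not used to assign them. The 75th percentile was 26.074 in every segment, and all 96513 values were whole multiples of 1 step per segment (relative tolerance 1e-06), from which deduplicated counts were recovered. These counts summed to between 1448 and 16715 per HSC segment (median 3675), which covers the 607 genes and not the full depth of the library. The median sum was 3089 in HSC segments of MARCO Hi ROIs and 4602.5 in those of MARCO Lo ROIs. No value was 0 and the lowest recovered count was 1, so a gene at that floor cannot be told from an undetected one. In the median HSC segment, 14.3% of the genes stood at a count of 1. Segments of a liver are not independent replicates, so the values of the HSC segments of each liver and ROI class were averaged, giving 8 means. Their log2 values, after a pseudocount of 1, were compared between ROI classes with limma, with liver as a block and p adjusted over the 607 genes by the Benjamini-Hochberg method. This left 2 residual degrees of freedom per gene, so the spread behind each test was largely borrowed across genes.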

The goal was to determine if the MARCO^+^ BMDMs affected the fibrogenic capacity of the HSCs. To analyze the tissue, we labeled HSC using an anti-Desmin antibody (34), and macrophages were labeled using anti-IBA1 (panmacrophage marker) (35) and anti-MARCO. We selected regions of interest (ROIs) enriched in MARCO^+^ macrophages. These ROIs were subdivided into segments corresponding to HSCs, MARCO^+^ macrophages, and MARCO^–^ macrophages (Figure 7A), and each segment was individually sequenced, giving the transcription profile for the particular cell type (Supplemental Figure 11A). There was also a fourth segment denominated “Other,” which corresponded to everything else in the ROIs that was not HSC or Macrophage. The segment “Other” was used mainly as a segmentation control. As expected, MARCO^+^ segments within MARCO^hi^ ROI show the highest levels of *Marco* transcript compared with MARCO^Lo^ ROI. 

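*Marco* was higher in MARCO+ segments of MARCO Hi than of MARCO Lo ROIs in 4 of 4 livers, by a mean log2 difference of 1.48 ± 0.14 (SD, n = 4 livers). In the exact two-sided sign-flip permutation test, 2 of 16 sign assignments gave a mean difference as large, the fewest that 4 livers allow, so no p below 0.05 can be reached. The mean log2 value was 9.17 ± 1.31 (SD, n = 4) in MARCO Hi ROIs and 7.69 ± 1.3 (SD, n = 4) in MARCO Lo ROIs. Counts over the 607 genes ranged from 3106 to 27341 per MARCO+ segment, with a median of 8408. The livers were further apart than the ROI classes, with log2 values of 10.16, 7.93, 10.43 and 8.16 for livers 1 to 4 in MARCO Hi ROIs and 8.55, 6.58, 9.06 and 6.58 in MARCO Lo ROIs. The livers labelled treated CCl_4_ stood above the livers labelled control by 2.26 in MARCO Hi and by 2.23 in MARCO Lo ROIs on the log2 scale (exact two-sided permutation test, p = 0.333, the smallest p that 2 against 2 livers allow). The alternative that moved the difference between ROI classes most was the mean of log2 values over segments, which gave 1.57.

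**Figure D1:**
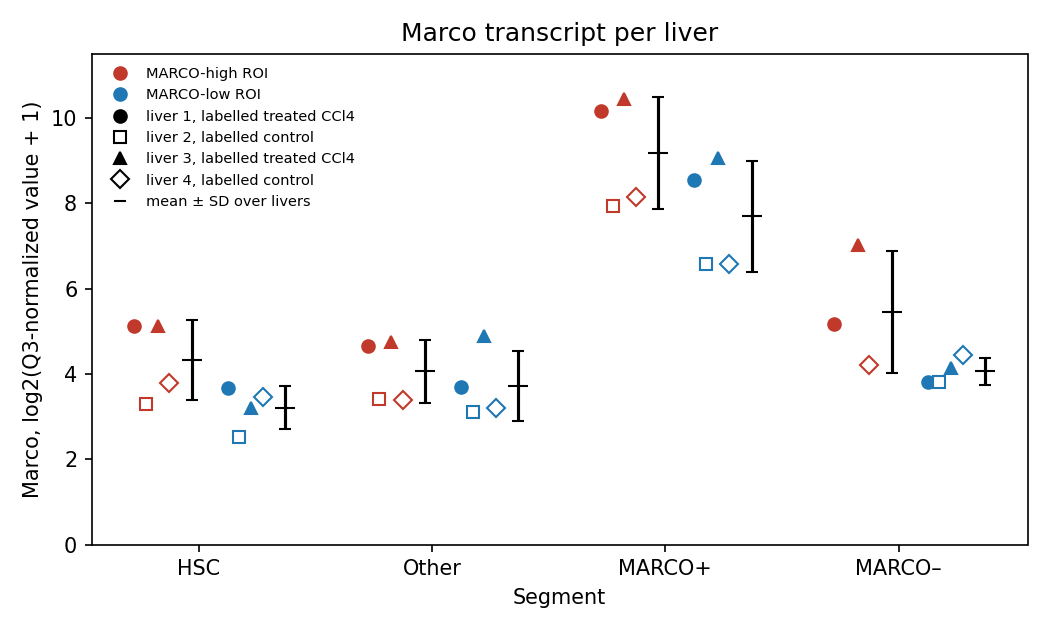
*Marco* as log2 of the Q3-normalized value plus 1 (y axis) in HSC, Other, MARCO+ and MARCO- segments (x axis), with a symbol per liver, a color per ROI class, and the mean ± SD over livers. In MARCO+ segments the livers lie between 7.93 and 10.43 in MARCO Hi ROIs and between 6.58 and 9.06 in MARCO Lo ROIs.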

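Across livers, *Marco* in MARCO+ segments exceeded that in HSC segments by a log2 difference of 4.66 ± 0.79, that in Other segments by 4.54 ± 0.60 and that in MARCO- segments by 3.71 ± 0.98 (SD, n = 4 livers, higher in 4 of 4 in each comparison, with 2 of 16 sign assignments as large in the exact permutation test). The mean log2 value in HSC segments was 4.34 ± 0.94 in MARCO Hi ROIs and 3.21 ± 0.50 in MARCO Lo ROIs (SD, n = 4 livers). Other segments stood at 4.06 ± 0.75 and 3.72 ± 0.82, and their counts over the 607 genes ranged from 75571 to 448875 per segment. The recovered *Marco* count had a median of 5 in HSC segments of MARCO Hi ROIs and of 3 in those of MARCO Lo ROIs. Ranked among the 607 genes of a segment, *Marco* stood at a median percentile of 53.4 in HSC segments of MARCO Hi ROIs, 17.9 in HSC segments of MARCO Lo ROIs, and 50.1 and 42.6 in the corresponding Other segments. MARCO- segments, with counts between 1065 and 4457 over the 607 genes, had *Marco* at 5.46 ± 1.43 in MARCO Hi ROIs (SD, n = 3 livers) and 4.06 ± 0.31 in MARCO Lo ROIs (SD, n = 4 livers). A single MARCO- segment of liver 3 in a MARCO Hi ROI had a normalized *Marco* value of 482 from 37 counts, and the next highest MARCO- segment had 78.2.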

Detection of *Marco* transcript was minimal across the DESMIN and “Other” segments, indicating that the segmentation and collection of high-quality transcriptomic libraries was satisfactory (Figure 7B).

We then analyzed the transcriptomic profile of HSCs from MARCO^hi^ and MARCO^lo^ ROIs between the CCl_4_+Saline and CCl_4_+MARCO^+^ BMDMs groups. Again, the primary objective was to determine the effect of adoptive transfer of MARCO^+^ BMDMs on fibrosis. However, the secondary objective was to address the differences noted between the endogenous (injury-induced) tissue MARCO^+^ macrophages present in the CCl_4_ group (Figure 2 and Supplemental Figure 3) and the transferred MARCO^+^ BMDMs (Figures 5 and 6), which had been previously complicated by the fact that the cells were originally assessed using different transcriptomic platforms (10x scRNA-seq versus Nanostring NCounter). Specifically, the MARCO^Hi^ ROIs from the CCl_4_+Saline mouse liver sample correspond to the endogenous (injury-induced) MARCO^+^ macrophages characterized in Figure 2, while the MARCO^Hi^ ROIs from the CCl_4_+MARCO^+^ BMDMs sample correspond to a mixture of endogenous, as well as the BMDMs characterized in Figures 5 and 6. To visualize the transcriptomic effect of endogenous versus transferred MARCO^+^ macrophages during the development of fibrosis, we used a list of extracellular genes from the Gene Ontology Consortium to compare changes in HSC gene expression with the most important changes evident after MARCO^+^ BMDM adoptive cell transfer that include downregulation of several collagens and other ECM-component genes. 

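Of the genes that Figure 7C names, *Anxa11* was not analysed here. Differences between HSC segments of MARCO Hi and MARCO Lo ROIs are given as log2 values, negative where the gene was lower in MARCO Hi ROIs. For the livers labelled treated CCl_4_, *Col5a2* was at -0.14, *Col4a2* at -0.05, *Adamts2* at -0.07, *Adamts10* at -0.43, *Col4a1* at -0.32 and *Adamtsl2* at 0.36. The livers labelled control had *Col5a2* at 0.32, *Col4a2* at 0.41, *Adamts2* at 0.10, *Adamts10* at 0.38, *Col4a1* at 0.14 and *Adamtsl2* at 0.65. With standard errors between 0.29 and 0.33, none of these 6 genes passed adjusted p below 0.05 in limma, with adjusted p from 0.518 to 0.960 in the first pair and from 0.441 to 0.997 in the second. Livers with the same label differed in direction for *Col5a2* (0.55 in liver 1, -0.83 in liver 3, 0.96 in liver 2 and -0.32 in liver 4) and for *Adamts2* (0.60 in liver 1, -0.74 in liver 3, 0.80 in liver 2 and -0.59 in liver 4). The sign of *Col4a2* in the livers labelled treated CCl_4_ turned with the tool, at 0.05 in edgeR and 0.03 in DESeq2, and that of *Adamtsl2* turned to -0.07 without liver 1.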

(Figure 7C). To optimize the detection and analysis of HSC-specific genes, we subset the NanoString GeoMx dataset to 760 genes according to the strategy described in Supplemental Figure 11B. We started with the HSC conserved gene list from our previously published scRNA-seq dataset (36) and removed ambient/contaminant genes by selecting conserved genes expressed in more than 30% of cells in the HSC cluster and in fewer than 15% of non-HSCs. (Supplemental Figure 11B). Differential gene expression analysis of HSCs from DESMIN^+^MARCO^Hi^ versus DESMIN^+^MARCO^Lo^ segments indicated that there was a downregulation of ECM-related genes, including structural (collagens) and modulatory (*Dcn*, *Ecm1*) genes, after administration of MARCO^+^ BMDMs in CCl_4_-induced fibrosis (Figure 7D). This significant downregulation was not observed in the CCl_4_+Saline group livers, which only contained the endogenous (injury-induced) MARCO^+^ macrophages and did not receive any additional MARCO^+^ BMDMs (Supplemental Figure 11C). IPA of the differential gene expression shown in Figure 7D demonstrated that the most significant downregulated HSC pathways affected by MARCO^+^ macrophage adoptive cell transfer correspond to ECM organization, collagen degradation, biosynthesis, polymerization, and fibril assembly (Figure 7E). The significant downregulation of ECM genes was not observed when comparing HSC in MARCO^hi^ versus MARCO^lo^ areas without adoptive transfer of macrophages (Supplemental Figure 11D). These results indicate that MARCO^+^ BMDM adoptive transfer reduces fibrosis by directly downregulating ECM pathways in HSC.

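A total of 14 of 607 genes passed adjusted p below 0.05 in limma in the livers labelled treated CCl_4_, 3 higher and 11 lower in HSC segments of MARCO Hi than of MARCO Lo ROIs, and 91 genes had an unadjusted p below 0.05. *Col3a1* had the lowest log2 difference of the 14, at -1.61 (SE 0.32, adjusted p = 0.00214), with -1.04 in liver 1 and -2.19 in liver 3. Over all 4 livers its median recovered count was 13 per segment in MARCO Hi ROIs and 46.5 in MARCO Lo ROIs. *Dcn*, which encodes decorin, was at -1.37 (SE 0.29, adjusted p = 0.00382), with -1.38 in liver 1 and -1.36 in liver 3. *Ecm1* was lower in both livers, at -0.96 (SE 0.29), but did not pass the threshold (adjusted p = 0.0743). It passed in 7 of 18 alternatives, edgeR among them, with adjusted p from 0.00242 to 0.591 over the alternatives. *Reln* (-1.51), *Lum* (-1.43), *Col1a1* (-1.36), *Col1a2* (-1.31), *Cxcl12* (-1.27), *Tgfbi* (-1.09) and *Emilin1* (-1.07) were lower in both livers with adjusted p from 0.00186 to 0.0405. *Plac8* (-0.76, adjusted p = 0.143) did not pass. The 3 genes that passed with higher values were *Marco* (1.69, adjusted p = 0.000678), *Tnrc6a* (1.25, adjusted p = 0.0144) and *Myl9* (1.16, adjusted p = 0.016). *Ndufa2*, *Plxna4*, *Mt1*, *Nbeal1* and *Cryab* were higher by 0.67 to 0.98 with adjusted p from 0.0743 to 0.221.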

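The alternative that raised the count most used limma on single segments, which called 33 genes, whereas DESeq2 on the recovered counts called 4 and edgeR 15. The count depended on single livers, with 5 genes without liver 1 and 0 without liver 2, 3 or 4, where 82, 52 and 82 genes had an unadjusted p below 0.05. Liver 2 and liver 4 do not enter this difference but enter the estimate of the spread, and a lone liver was assumed to vary like the other groups. A linear mixed model per gene on single segments, with a random intercept per liver, gave 81 genes with p below 0.05 and a log2 difference beyond 0.6, of which 37 were higher and 44 lower. On simulated counts without any change and without variation between livers, this rule without adjustment called 23 genes. Of the 607 genes, 27 passed adjusted p below 0.05 in this model, 6 with a random slope per liver, 2 without liver 1 and 0 without liver 3.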

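None of the 607 genes passed adjusted p below 0.05 in limma in the livers labelled control, a count of 0 with 64 genes at an unadjusted p below 0.05. edgeR also called 0 genes (62 unadjusted) and DESeq2 0 genes (7 unadjusted). *Col3a1* was at a log2 difference of -0.74 (SE 0.32, adjusted p = 0.414), with -0.10 in liver 2 and -1.37 in liver 4. *Dcn* was at -0.78 (SE 0.29, adjusted p = 0.351) and *Ecm1* at -0.63 (SE 0.29, adjusted p = 0.441), both lower in both livers. Of the genes that Supplemental Figure 11C names, *Sparcl1* was at -1.16, *Alcam* at -0.96, *Robo2* at -0.82, *Serbp1* at 0.68 and *Peak1* at 0.91, with adjusted p from 0.222 to 0.441. *Sparcl1* was the 1 gene that passed when the genes of low value were left out (405 genes remaining) and when log2 values were averaged over segments, with adjusted p from 0.0449 to 1 over the alternatives. On simulated counts without any change and without variation between livers, the linear mixed model without adjustment called 18 genes in this pair. On the measured values it gave 54 genes, 7 higher and 47 lower, the latter with 3 collagen and 6 other matrix genes. It gave 0 genes at adjusted p below 0.05. With each segment re-centred on its median, it gave 33 higher and 16 lower genes, while re-centring moved the median over all genes from -0.05 to 0.21 in the limma comparison. The difference between the changes of both pairs was tested as an interaction, which gave 0 genes in limma (38 at an unadjusted p below 0.05), 0 in edgeR and 0 in DESeq2. Its adjusted p was 0.678 for *Col3a1*, 0.912 for *Dcn* and 0.961 for *Ecm1*. In simulated counts of this design, limma recovered 71% of changes of 1 on the log2 scale in the livers labelled control and 65% in the livers labelled treated CCl_4_. The simulation held no variation between livers and changed 200 of 607 genes. These shares can therefore be too high for the measured livers.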

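The pathway analysis in IPA was not repeated, and lists of genes were tested in its place with camera from limma, which asks whether a list changes more than the other genes. Of the genes analysed, 11 encode collagen chains. All 11 were lower in HSC segments of MARCO Hi ROIs in the mean of the livers labelled treated CCl_4_, with 10 lower in liver 1 and 9 in liver 3. *Col4a2* was higher with the median over segments, edgeR or DESeq2 and *Col5a2* with single segments. The median log2 difference of the 11 genes was -0.79, against 0.09 over all genes. With a preset correlation between genes of 0.01, camera gave p = 3.53e-08 (2.82e-07 adjusted over 8 list tests), and with the estimated correlation of 0.521 it gave p = 0.142. With adjusted p below 0.05, 6 collagen genes passed when adjusted over the list alone and 3 over all genes. A list of other matrix genes, 25 of 40 listed genes being analysed, had a median of -0.32, with 16 genes lower (camera, p = 2.65e-06, 7.07e-06 adjusted over the 8 tests, and p = 0.143 with the estimated correlation of 0.174). Of these, 8 passed adjusted over the list alone and 5 over all genes. Neither the former count nor the camera tests of this list are independent evidence, since the study named some of its genes from these samples. None of the 8 list tests had p below 0.05 with the estimated correlation.

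**Figure D2:**
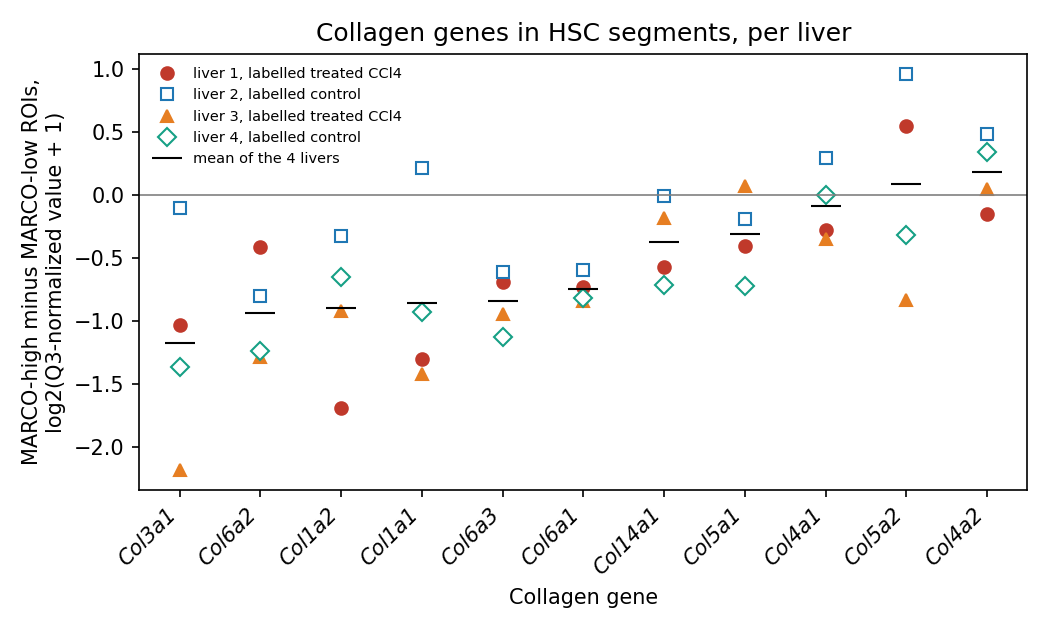
Log2 difference between HSC segments of MARCO Hi and MARCO Lo ROIs (y axis) for each collagen gene (x axis), with a symbol per liver and a bar at the mean of the 4 livers. The median over the collagen genes is -0.58 in liver 1, -0.10 in liver 2, -0.85 in liver 3 and -0.72 in liver 4.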

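Of 11 collagen genes, 8 were lower in HSC segments of MARCO Hi ROIs in the livers labelled control, with a median log2 difference of -0.46 against -0.05 over all genes. Camera gave p = 0.00905 with the preset correlation (0.0103 adjusted over the 8 list tests) and p = 0.383 with the estimated one. Liver 2 had 7 of 11 collagen genes lower and liver 4 had 10, and the median was -0.10 without liver 4 (camera, p = 0.932) and -0.72 without liver 2 (p = 0.000287). Of the collagen genes, 2 passed when adjusted over the list alone and 0 over all genes. The other matrix genes had a median of -0.23, with 17 of 25 lower (camera, p = 0.0234, and p = 0.377 with the estimated correlation). With each segment re-centred on its median, which raised the median over all genes as well, that median was 0.0044 and the list stayed below the other genes (camera, p = 0.00933). The change of the collagen genes in the livers labelled treated CCl_4_ minus that in the livers labelled control had a median of -0.46 (camera, p = 0.00055, 0.00088 adjusted over the 8 tests, and p = 0.279 with the estimated correlation). It was 0.03 without liver 2. Compared between the pairs within 1 ROI class, the collagen genes in the livers labelled treated CCl_4_ were higher in MARCO Lo ROIs, with a median of 0.39 (camera with the preset correlation, p = 0.0105), and at -0.13 in MARCO Hi ROIs (p = 0.115). The pairs were further apart in MARCO Lo ROIs, other than without liver 4, with 0.0428 in MARCO Lo and -0.43 in MARCO Hi ROIs (p = 0.000267), and with the median over segments, with 0.196 and -0.36. Without liver 2 the median in MARCO Hi ROIs was 0.24. These comparisons stand outside the 8 list tests. For the change of the collagen genes from MARCO Lo to MARCO Hi ROIs, the medians per liver of the pairs overlapped. Exchanging the labels of the livers for that change gave p = 0.667 (exact two-sided permutation test, where 2 against 2 livers allow no p below 0.333).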

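Over all 4 livers, 27 of 607 genes passed adjusted p below 0.05 in limma, 4 higher and 23 lower in HSC segments of MARCO Hi than of MARCO Lo ROIs, with 110 genes at an unadjusted p below 0.05. Of the 27, 13 were collagen or other matrix genes. *Lum* had the lowest log2 difference, -1.18 (SE 0.20, adjusted p = 0.000623), and was lower in 4 of 4 livers. *Marco* (1.12), *Myl9* (0.85) and *Ccn2* (0.78) were higher in 4 of 4 livers, with adjusted p from 0.000856 to 0.0147. The median over the 11 collagen genes was -0.75, with 9 of them lower (camera, p = 9.25e-07 with the preset and p = 0.17 with the estimated correlation). edgeR called 43 genes, 11 higher and 32 lower, and DESeq2 called 4. The count was 20 without liver 1, 12 without liver 3, and 0 without liver 2 or liver 4, where 99 and 61 genes had an unadjusted p below 0.05. Without a liver, 2 livers remained in 1 pair and 1 liver in the other. The paper reports lower ECM genes in HSCs near transferred MARCO+ macrophages, and no significant decrease in the comparison in livers without transfer. From these its Results infer that the transfer of MARCO+ BMDMs lowers fibrosis through a direct effect on ECM pathways of HSCs. Its Discussion proposes both direct and indirect mechanisms for MARCO+ macrophages.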

## Discussion

Despite the high worldwide burden of chronic liver diseases, the lack of efficient therapy persists. Recently, macrophage-based therapies have been considered for the treatment of chronic conditions (37, 38). Due to the high phenotypic plasticity of macrophages, emergent high-throughput technologies, including scRNA-seq and spatial transcriptomics, improve the study of macrophage heterogeneity and its therapeutic potential (8, 39–45). For example, a subpopulation of recruited macrophages has been shown to transdifferentiate into Kupffer cells in the fatty liver (42), and several Kupffer cell subpopulations are known to maintain liver function in alcohol-mediated liver disease (43). However, less is known about macrophage heterogeneity during fibrosis. In this study, we sought to understand the importance and potential benefits of specific macrophage subpopulations within the liver fibrotic niche. We observed that chronic fibrosis not only resulted in an increase in total macrophage number and transcriptional heterogeneity but also induced a macrophage subset that was characterized by significant upregulation of *Marco*, spatial relocalization, and a potential tissue restoration phenotype. MARCO^+^ macrophages were sparse and homogeneously dispersed across the sinusoids in healthy human and mouse liver tissue. However, in the context of fibrosis, these cells expanded and relocalized to form concentrated niches in nonfibrotic areas. The endogenous MARCO^+^ macrophages were all but absent in fibrotic areas, which were dominated by CD68^+^MARCO^–^ macrophages. This spatial redistribution raised the question of whether MARCO^+^ macrophages possess antifibrotic properties that maintain their niche fibrosis-free or if they are unresponsive to chemotactic signals derived from fibrotic areas. Our main findings using MARCO^+^ BMDMs indicate that it could be a mix of both mechanisms. Notably, we also demonstrated that the adoptive transfer of MARCO^+^ BMDMs was sufficient to reduce CCl_4_ fibrosis in vivo, which opens the possibility of macrophage-based fibrosis treatments in the future.

While MARCO^+^ macrophages increased with CCl_4_-induced fibrosis in our study, they were not colocalized with fibrotic regions. This result could be explained by the lack of migratory response of MARCO^+^ macrophages to CXCL9, an important mediator of macrophage migration in the liver (31), and could be supported by low expression of *Cxcr3*, which encodes the CXCL9 receptor. In addition to the changes in migratory behavior, we sought to understand if the lack of fibrosis surrounding MARCO^+^ macrophages was due to a prorestorative phenotype. A recent study by Miyamoto et al. (40) reported that macrophages with elevated levels of MARCO might protect against inflammation caused by gut bacteria. However, the role of this MARCO^+^ subpopulation of macrophages during fibrosis was not clear. Notably, our transcriptomic analysis of tissue resident/infiltrating macrophage–derived Kupffer cells and *Marco*^+^ BMDM revealed potential phenotypic differences between *Marco^+^* macrophages based on the microenvironment in which they were induced, which may also explain the inconsistent results reported in other studies about the nature of MARCO^+^ macrophages (46–49). For example, IPA revealed the downregulation of functional pathways, such as phagocytosis in *Marco*^+^ macrophages derived from CCl_4_ compared with olive oil *Marco*^+^. However, MARCO^+^ BMDM demonstrated high phagocytic activity. Phagocytosis contributes to tissue restoration by participating in ECM remodeling and fibrosis reversal. During ECM remodeling, proteases like MMPs degrade collagen and other ECM components, followed by debris removal by phagocytic cells. (50, 51). For a deeper understanding of MARCO^+^ macrophages/Kupffer cells in situ, we will need specific and targeted future analysis. Nonetheless, rather than assume that the *Marco*^+^ BMDMs would be incapable of reaching injured regions, the data suggesting a potentially prorestorative phenotype prompted us to assess whether bone marrow–derived MARCO^+^ macrophages could be used to home to fibrotic niches in the injured liver to reverse CCl_4_-induced fibrosis. Indeed, our data indicate that the adoptive transfer of MARCO^+^ BMDMs successfully reduced fibrosis (i.e., collagen deposition) in the livers of CCl_4_-induced fibrotic mice, supporting the potential of MARCO^+^ macrophages for cell-based therapies to treat chronic liver disease.

Adoptive transfer of MARCO^+^ macrophages presents a compelling approach for liver fibrosis, as demonstrated in our CCl_4_-induced chronic fibrosis mouse model. Liver fibrosis results from the persistent activation of HSCs, which overexpress fibrogenesis genes and contribute to excessive ECM deposition. The ability of MARCO^+^ macrophages to suppress these genes, as evidenced by our NanoString GeoMx datasets, underscores their potential to reprogram the liver microenvironment and alleviate fibrosis. Specifically, the repression of key fibrogenesis genes, including *Col1a1*, *Col3a1*, *Dcn*, *Ecm1*, *Emilin*, *Reln*, and *Cxcl12*, highlights their multifaceted role in mitigating fibrosis and restoring liver function. 

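Over all 4 livers of the GeoMx experiment, *Col3a1* was at a log2 difference of -1.17 (SE 0.23, adjusted p = 0.000856 in limma) between HSC segments of MARCO Hi and MARCO Lo ROIs. *Dcn* was at -1.07 (SE 0.21, adjusted p = 0.000856), *Cxcl12* at -1.07 (adjusted p = 0.000856), *Reln* at -1.04 (adjusted p = 0.00105) and *Ecm1* at -0.79 (adjusted p = 0.0138), and each of these and *Col3a1* was lower in 4 of 4 livers. *Col1a1* was at -0.86 (SE 0.21, adjusted p = 0.00878) and was lower in 3 of 4 livers, with 0.22 in liver 2. *Emilin1* was lower in 4 of 4 livers, with -0.0144 in liver 2, at -0.65, and did not pass the threshold (adjusted p = 0.0729), but passed in 5 of 17 alternatives (lowest adjusted p = 0.0159). Without liver 2, and without liver 4, none of the 7 passed. Recomputed without each liver in turn, their log2 differences stayed between -1.49 and -0.44.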

Two of the most notable targets of MARCO^+^ macrophages are *Col1a1* and *Col3a1*, which encode the primary ECM components in fibrotic tissues (52). By reducing *Col1a1* and *Col3a1* expression, MARCO^+^ macrophages directly limit the accumulation of structural ECM proteins, mitigating the stiffening and scarring characteristics of advanced fibrosis. Similarly, their effect on *Dcn* (decorin), a small leucine-rich proteoglycan involved in ECM assembly and regulation (53), further supports their role in modulating ECM composition and preventing fibrotic progression. The suppression of *Ecm1* (ECM protein 1) and *Emilin* (elastin microfibril interface-located protein) by MARCO^+^ macrophages indicates their influence on ECM dynamics. ECM1 is known to regulate ECM organization and interaction with growth factors (54), while EMILIN modulates ECM elasticity (55). Their downregulation implies that MARCO^+^ macrophages not only reduce ECM deposition but also restore its mechanical properties, creating a microenvironment conducive to tissue repair. Collectively, these findings suggest that MARCO^+^ macrophages exert antifibrotic effects through both direct and indirect mechanisms. Their ability to modulate HSC activity, ECM composition, and inflammation reflects their important role in restoring liver homeostasis. However, several questions remain unanswered. For instance, the exact molecular pathways by which MARCO^+^ macrophages achieve these effects on HSCs are yet to be fully elucidated. Additionally, their long-term efficacy and integration within the liver microenvironment requires further investigation.

In summary, our study identifies subpopulations of liver macrophages that may be broadly categorized as profibrotic or antifibrotic based on *Marco* expression. Indeed, adoptive cell transfer with MARCO^+^ macrophages elicited an antifibrotic restorative phenotype in a mouse model of chronic liver fibrosis. Our approach offers a promising path for cell-based therapies capitalizing on the antifibrotic functions of macrophages to improve liver function.

## Methods

### Sex as a biological variable

Our study examined male and female animals, and similar findings are reported for both sexes.

### In vivo experiments

WT C57BL/6 male and female mice were purchased from Envigo (Envigo RMS LLC). Eight-week-old mice were i.p. administered 1 mL/g body weight carbon tetrachloride (CCl_4_) (319961; Sigma-Aldrich) or olive oil twice weekly for 6 weeks. For adoptive transfer experiments, MARCO^+^ and MARCO^–^ macrophages were obtained by fluorescence-activated cell sorting (FACS), as described below. Sorted cell populations were resuspended in normal saline (0.9% NaCl) at a concentration of 1x10^7^ cells/mL, and 0.1 mL of cell suspension was injected into the tail vein with a 29-gauge needle at 3 and 5 weeks of olive oil or CCl_4_ administration. Livers were evaluated with picrosirius red staining of tissue sections, immunoblotting, immunofluorescence staining, qPCR, scRNA-seq, and spatial transcriptomics. For the Clodronate-induced macrophage depletion assay, 100 μL of liposomes containing clodronate or empty liposomes (Standard Macrophage Depletion Kit, CLD-8901, Encapsula NanoSciences) were injected i.p. 2 days before each BMDM injection.

### In vivo phagocytosis assay

#### E.

*coli* bacteria (C3040H, New England Biolabs) were transformed using pGLO (1660405, Bio-Rad) plasmid for the expression of GFP protein. Single colonies were selected and cultured in Lysogenic Broth supplemented with 100 μg/mL of ampicillin to an optical density of 1 measured at 600 nm. GFP-expressing bacteria were washed with 1× PBS and concentrated in half of the original volume, and 50 μL of this cell suspension was used for each mouse. After 6 weeks of fibrosis induction with CCl_4_, the mice were anesthetized, and the bacterial suspension was injected i.v. into the portal vein. Then, the mice were kept on a heating pad for 30 minutes before euthanizing and harvesting the liver. Phagocytosis was measured by immunofluorescence staining of liver sections with GFP, MARCO, and F4/80 antibodies. At least 10 images per mouse were analyzed using ImageJ Software (NIH) (56) for colocalization masking and colocalized cells were manually counted. The results are shown as percentage of macrophages positive for GFP signals.

### Mouse bone marrow–derived macrophage isolation and culture

Mouse bone marrow–derived macrophages (BMDMs) were isolated from 8- to 12-week-old C57BL/6 WT (Envigo RMS LLC), tdTomato-expressing mice (JAX stock #007676), or GFP-expressing mice (JAX stock #004353). Mice were humanely euthanized by CO_2_ exposure. Long bones from the hind limbs were collected, and the epiphyses were removed. Bone marrow was obtained by flushing the bones with a syringe (23-gauge needle) filled with RPMI 1640 culture medium (22400-039; Gibco), 10% FBS (S11150H; R&D Systems), 1% penicillin/streptomycin (15140122; Gibco), and 0.2% amphotericin B (15290-018; Gibco). Bone marrow suspensions were filtered through a 70 mm mesh, and red blood cells were lysed with ACK lysis buffer (A1049201; Gibco). After washing, bone marrow cells were plated and maintained in RPMI 1640 (22400-039; Gibco) culture medium supplemented with 10% FBS (S11150H; R&D Systems), 1% penicillin/streptomycin (15140122; Gibco), 0.2% amphotericin B (15290-018; Gibco), and 25 ng/mL recombinant mouse macrophage colony-stimulating factor (M-CSF, 576406; BioLegend, Inc). After 7 days of culture, the cells were washed with 1× DPBS (14040133, GIBCO) to remove M-SCF and stimulated with 100 ng/mL LPS (tlrl-eblps; InvivoGen) in RPMI medium for 12 hours before FACS or functional assays.

### Fixed scRNA-seq

#### Sample preparation.

Mouse livers were harvested after 6 weeks of twice weekly carbon tetrachloride (CCl_4_) or olive oil administration. In situ tissue digestion was performed by perfusing the liver with collagenase P (COLLP-RO, Millipore Sigma) at a concentration of 64 mg/mL in a balanced salt solution. Digested livers were then homogenized in a petri dish in a solution containing 0.15 mg/mL DNase I (11284932001, MilliporeSigma). The intrahepatic leukocyte fraction was obtained by 25%–50% Percoll gradient (57). Cells were processed following the 10× Genomics protocol for cell/nuclei fixation (CG000782). Briefly, suspensions containing up to 10 million cells were spun down at 350 × *g* for 5 minutes at 4°C, before being resuspended in 1 mL of Fixation Buffer (4% formaldehyde, 1× Fix and Perm Buffer – 10x Genomics PN-2001301). Cells were fixed for 24 hours at 4°C. To halt fixation, cells were spun down at 850 × *g* for 5 minutes at room temperature and quenched with 0.5 mL of Quenching Buffer (1× Quench Buffer – 10x Genomics PN-2001300). Cell concentration and viability were assessed via AO/PI staining using a Cellometer K2 Cell Counter (Nexcelom), before being processed according to the 10x Genomics Flex protocol for hybridization.

#### Sample hybridization.

All hybridizations followed 10x Genomics recommendations (CG000787 Rev B). Hybridizations were set up in 40 μL of hybridization mix with 10 μL of Mouse WTA probes (10x Genomics PN-2001275-2001278). Hybridizations were performed at 42°C for 16–24 hours. Afterward, samples were diluted in Post-Hyb Wash Buffer and measured via AO/PI staining with a Cellometer K2 Cell Counter. Pooled hybridized cells were washed 3 times in Post-Hyb Wash Buffer for 10 minutes at 42°C . After washing, cells were resuspended in Post-Hyb Resuspension Buffer, filtered through a Miltenyi Biotec 30 μm filter, and measured to determine the volume required for the GEM-X Flex Gene Expression run. Before probe hybridization, an equal number of cells from each fixation were pooled (prehybridization normalization) to ensure equal contribution per sample.

#### Gene expression flex run.

For Gel Beads-in-emulsion (GEM) generation, we followed the 10x Genomics protocol and guidelines on cell and reagent volumes based on targeted cell recovery. We aimed for 20,000 cells per sample. For the probe mixing strategy experiment, we targeted 80,000 cells per pool with equal contribution from each sample, except for the differential pooling strategy, where contributions varied. After loading the GEM-X FX Chip on the Chromium X, GEMs were recovered and processed as per 10x Genomics instructions. The product was then preamplified and indexed for library construction. Libraries were quality-checked using the fragment analyzer.

#### Sequencing.

Libraries were sequenced on the Illumina Nova-Seq X 1.5B platform according to 10x Genomics recommended settings, with a minimum of 10,000 read pairs per cell. For experiments involving probe mixing strategies, sequencing was conducted at a depth of 10,000 read pairs per sample, yielding 80,000 cells per library.

### Bioinformatic analysis

Quality control parameters were set to optimize the recovery of high-quality, singlet nonparenchymal cells rather than hepatocytes (nFeature_RNA > 200 and nCount_RNA < 30000 and percent.mt < 10). Within Seurat (58), the sctransform (SCT), v2, package was used to normalize and inspect samples before integration and unsupervised reclustering at a resolution of 0.1 (59, 60). Cell clusters were identified according to established marker genes and the macrophage cluster subset for downstream analysis. Next, the “PrepSCTFindMarkers” function was run, followed by Seurat “FindMarkers” for case versus control differential gene expression for the macrophage cluster. The macrophages were then bioinformatically pooled and resorted for specific subpopulations of interest based on the experimental group and genes of interest. Comparisons included *Marco*^+^ versus *Marco*^–^ within cells from CCl_4_ group or *Marco*^+^ cells from CCl_4_ group mice compared with olive oil group, for example. “RecorrectUMI” was set to FALSE to account for the subsetting of the cells, and “FindMarkers” was used to calculate differential gene expression using the default Wilcoxon rank sum test and Benjamini-Hochberg–adjusted *P* values to control for multiple comparisons. Data were also analyzed through the use of Qiagen IPA (61).

### Pseudotime analysis with Monocle 3

Seurat (v5.1) objects for the olive oil and CCl_4_ groups were regenerated in R software, v4.3.2 (62), subset to nFeature_RNA > 200, nCount_RNA < 30,000, and percent.mt < 10 and normalized with NormalizeData rather than SCT in preparation for Monocle 3 software, v1.3.4 (63). The data were then scaled and subjected to principal component analysis (PCA) at 1:30 dimensions, dimension reduction via uniform manifold approximation and projection (UMAP), and unsupervised clustering (64). Seurat objects were interconverted to “as.cell_data_set” with SeuratWrappers, v0.3.2. The macrophages self-segregated into a single partition that was subset via the interactive “choose_cells” tool before reclustering, and the trajectory was calculated via “learn_graph.” Cells were ordered for pseudotime analysis via manual selection in “order_cells” and calculated by using 2 single-node starts, as well as a starting node in each of the 2 major clusters. Trajectory and pseudotime-colored plots were generated on the monocle objects and compared with FeaturePlots generated on the converted Seurat object. To determine which genes varied across pseudotime, Moran’s test statistic, Moran’s *I*, and *P* and *q* values were calculated with “graph_test” on the monocle object. The sorted gene lists were compared for the 3 node configurations and determined to be identical. Thus, the values for Moran’s *I* did not change according to the number or location of starting nodes. Consequently, the observed gene induction effect was not based on the choice of starting node in the pseudotime analysis. IPA was run on the sorted gene lists with the magnitude of Moran’s test statistic values used as the log (fold change). The threshold for significance was set to *P* < 0.05.

### NanoString nCounter expression analysis

Gene expression analysis was performed with the NanoString nCounter Analysis System (Bruker Spatial Biology Inc.) according to the manufacturer’s instructions. Briefly, total RNA was diluted to a concentration of 20 ng/mL, and 5 μL of diluted sample was hybridized with the nCounter Mouse Immunology Panel (XT-CSO-MIM1-12) or Mouse Fibrosis Panel (XT-CSO-MFIB2-12) for 18 hours at 65°C. Results were analyzed using the NanoString nCounter Profiler. Data analysis and quality assessment were performed with nSolver Analysis Software, v4.0 (Nanostring, Spatial Biology Inc.), with significance determined by heteroscedastic *t* test (Welch’s). All *t*-tests are 2-tailed, except when indicated (right-tailed for IPA).

### NanoString GeoMx digital spatial profiling

Formalin-fixed paraffin-embedded (FFPE) tissue sections of CCl_4_-administered livers were prepared according to the instructions in the Slide Preparation User Manual (MAN-10150-01, NanoString Technologies) using the GeoMx RNA Slide Prep Kit for FFPE (GMX-PREP-RNAFFPE-12, NanoString Technologies). Briefly, antigen retrieval was performed using 1× Tris-EDTA (pH 9.0) buffer, followed by Proteinase K digestion (0.1 mg/mL) and overnight in situ hybridization with the GeoMx Whole Transcriptome Atlas Mouse RNA Panel (GMX-RNA-NGSMsWTA-4, NanoString Technologies). Then, morphology marker staining was performed using antibodies against DESMIN (HSCs), MARCO, and IBA1 (macrophage), along with corresponding secondary antibodies (Supplemental Table 1). Immunofluorescence images were acquired with the GeoMx Spatial Digital Profiler instrument. Fourteen ROIs were selected manually and classified as MARCO^Hi^ and MARCO^Lo^ areas, using MARCO signal levels as a reference. ROI segmentation was automatically performed by the GeoMx DSP analysis suite software based on the morphology markers signal, and the ROIs were divided into 4 segments: DESMIN^+^ (DESMIN^+^MARCO^–^IBA1^–^), MARCO^+^ (DESMIN^–^MARCO^+^IBA1^+^), MARCO^–^ (DESMIN^–^MARCO^–^IBA1^+^), and OTHER (DESMIN^–^MARCO^–^IBA1^–^). RNA probes from each segment were subjected to library preparation and sequenced using Illumina NextSeq 2000. Two samples corresponded to CCl_4_-induced fibrosis plus adoptive transfer of MARCO^+^ BMDMs, and 2 were CCl_4_-induced fibrosis plus saline for 4 analyzed mice. Thirteen to 14 ROIs were selected on each liver sample; 7 of them were MARCO^hi^, and 6 or 7 were MARCO^lo^, with 216 segments (libraries). Raw data (BCL files) were converted to RNA-seq data (FASTQ files) with Illumina’s bcl2fastq v2.20; the FASTQs were processed with the GeoMx NGS Pipeline v3.1. After sequencing, reads were trimmed, merged, and aligned to a list of indexing oligos to identify the source probe. Each read’s Unique Molecular Identifier (UMI) region was used to remove PCR duplicates and duplicate reads, converting reads into digital counts. For DSP RNA expression evaluation, 203 segments were processed. Raw Illumina counts were normalized using the upper quartile (Q3), and standard QC threshold settings, as recommended by the manufacturer, were used to filter AOIs and probes. Low-quality samples were removed from analysis if the geometric mean of aligned reads from all probes was less than the geometric mean of the negative control probes; the Q3 of the counts in each segment was less than the geometric mean of the negative control probes in the data. Processing count data were done using GeoMxTools (v3.2) and NanoStringNCTools (v1.6).

Due to ambient hepatocyte gene contamination, additional steps were taken to refine the gene set and the ROIs. Genes primarily found in HSCs were identified via scRNA-Seq and compared against the filtered genes for matches, leaving 760 highly expressed HSC genes for analysis (Supplemental Figure 10B). The final number of segments for data processing was 159 after thresholding and QC filtering were performed.

Statistical analyses of the data generated here were performed using R (v4.1). Dimensionality reduction analysis was performed with principal components analysis to assess outliers and potential batch effects. Comparisons for individual gene expression were measured as a log_2_ fold-change (FC). A linear mixed model was used to fit the normalized RNA count data to identify differentially expressed (DE) genes. The adjustment method used to control the false discovery rate (FDR) for multiple testing used in this study was the Benjamini-Hochberg method. The analysis was carried out using the lme4 package (v1.1.31) and the stats package (v4.1) with emmeans (v1.8.4). Plotting outputs were done in ggplot2 (v 3.4.4).

### Statistics

All reported data represent at least 3 biological replicates. All continuous variables are summarized as mean ± SEM. Data were analyzed with a 1-way ANOVA and Tukey post hoc tests or 2-tailed *t* tests. All statistical analyses were performed with Prism GraphPad software version 10.1.2 for Windows (GraphPad Software; www.graphpad.com) except for IPA analyses, statistical tests were performed by IPA software using a right-tailed Fisher’s exact test to calculate *P* value. The threshold for statistical significance was set as *P* < 0.05.

### Study approval

All mouse in vivo protocols were approved by the Mayo Clinic IACUC, under protocol no. A00006669-24.

Formalin fixed-paraffin embedded 5 μm tissue sections of human liver from donors and from cirrhosis patients were obtained through the Mayo Center for Cell Signaling in Gastroenterology from samples collected at Mayo Clinic with institutional approval (IRB no. 15-008251) after receiving informed consent from patients.

### Data availability

All relevant data supporting the findings of this study are reported in the article. Transcriptomic data sets from scRNA-seq and spatial transcriptomics are available on the GEO database under GSE291711 and GSE291710. Transcriptomic data sets from Nanostring nCounter are available as supplementary material.

Additional methodology is available in the Supplemental Material. Supporting numerical data for each figure is available in the Supporting Data Values file.

## Author contributions

SJ, SAC, and SC contributed to the conceptualization of the study, experimental design, and data analysis. SJ and UY completed animal experiments and in vitro cell experiments. SJ, AAA, MFK, BA, MW, LCD, MHT, RDB, and NJS performed immunostaining, imaging, and in vitro experiments. SAC and YL performed in silico analysis for scRNA-seq. WAS, SJ, and SAC performed in silico analysis for spatial transcriptomics. EK contributed spatial transcriptomics data. EK, NJS, and MBH contributed to the manuscript draft conceptualization and revisions. SJ, SAC, and SC wrote the manuscript. SC and VHS contributed to the study design, resources, funding support, revision of the manuscript, and overall study supervision. SJ and SAC contributed equally and are considered co–first authors of this work. Co–first authorship was decided according to the amount of work dedicated to the experiments and manuscript, with SJ leading the design and development of the in vivo and in vitro experiments and with SAC leading the design and development of the in silico analysis.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- R37AA021171 and R01DK59615 from the NIH (VHS)
- R01 DK136511 (EK) from the NIH
- CTSA Grant Number KL2 TR002379 from the National Center for Advancing Translational Science (NJS)
- PSC Partners (NJS)
- Mayo Clinic K2R Program (NJS)
- AASLD Foundation (NJS)
- Gilead Scholar Award (EK)
- Mayo Clinic Center for Cell Signaling in Gastroenterology Pilot and Feasibility Award P30 DK084567 (NJS)
- T32 DK124190 (SAC)
- Mayo Clinic Graduate School of Biomedical Sciences (SAC)
- Genome Analysis Core and Director, Stephen Murphy, PhD, supported by the Mayo Clinic’s Office of Core Shared Services and the Mayo Clinic Comprehensive Cancer Center Grant, funded by National Cancer Institute (P30CA15083)
- Microscopy Core and Epigenomics & Spatial Biology Core of the Mayo Clinic Center for Cell Signaling in Gastroenterology (National Institute of Diabetes and Digestive and Kidney Diseases of the NIH under award no. P30DK084567).

## Supplementary Material

Supplemental data

Supplemental data set 1

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
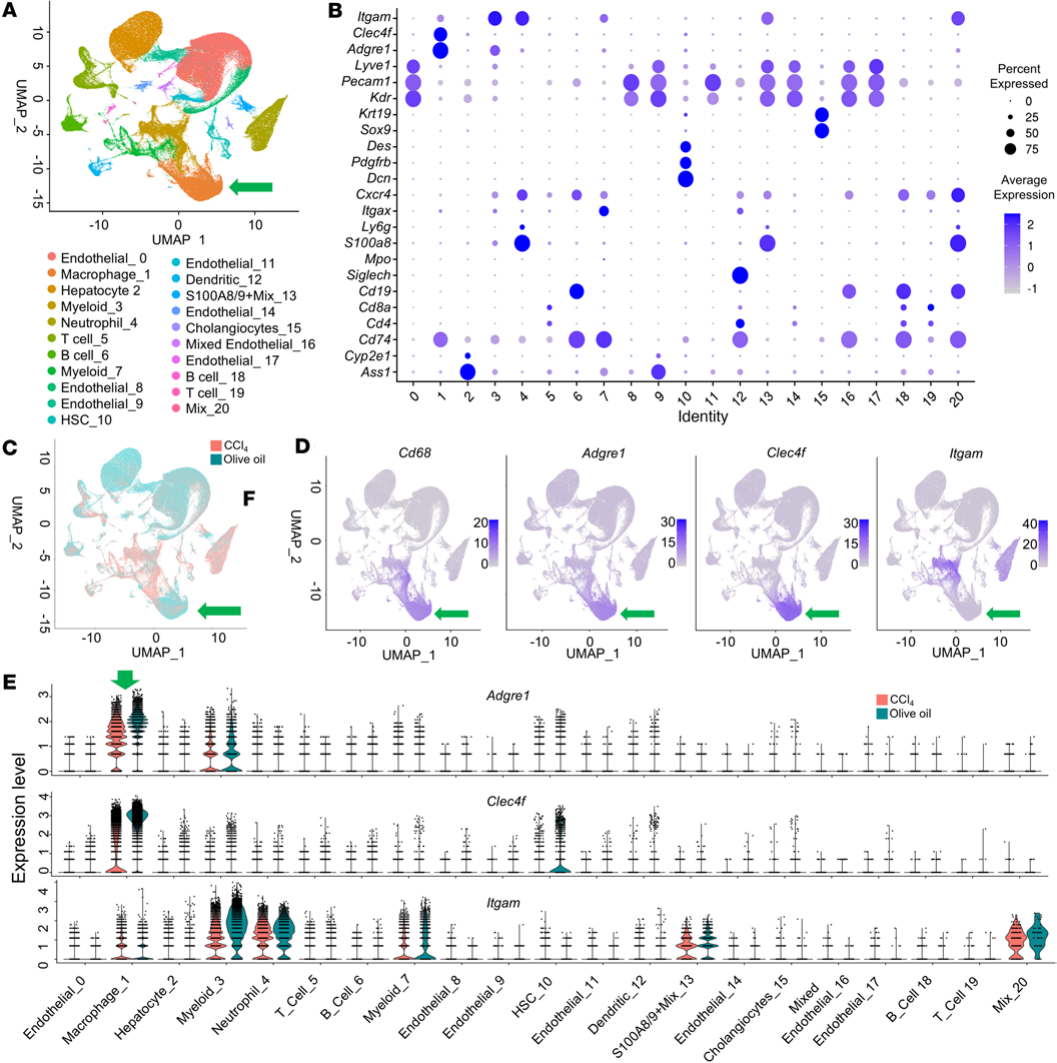
scRNA-seq identifies 2 predominant macrophage populations after CCl_4_-induced fibrosis. (**A**) Unsupervised clustering yielded 21 major clusters at 0.1 resolution, which were identified to cell type according to expression of the established cell marker genes shown in the dot plot in **B**. Each dot represents a single cell. One clean macrophage cluster was used for downstream analysis (with green arrow). (**B**) Dot plot of established cell marker genes to identify the cell type of each cluster shown in **A**. (**C**) UMAP plot highlights the sample distribution between liver cells isolated from mice after olive oil or CCl_4_ administration. (**D**) Feature plots depicting expression of macrophage marker genes in clusters 1 and 3 (green arrow): general markers *Cd6*8 and *Adgre1* (F4/80 coding gene); Kupffer cell marker *Clec4*f, and infiltrating macrophage marker *Itgam* (CD11B coding gene). (**E**) Violin plots of differential gene expression showing expression of macrophage identity genes in the correct clusters. *Adgre*1 indicates adhesion G protein-coupled receptor E1.

**Figure 2:**
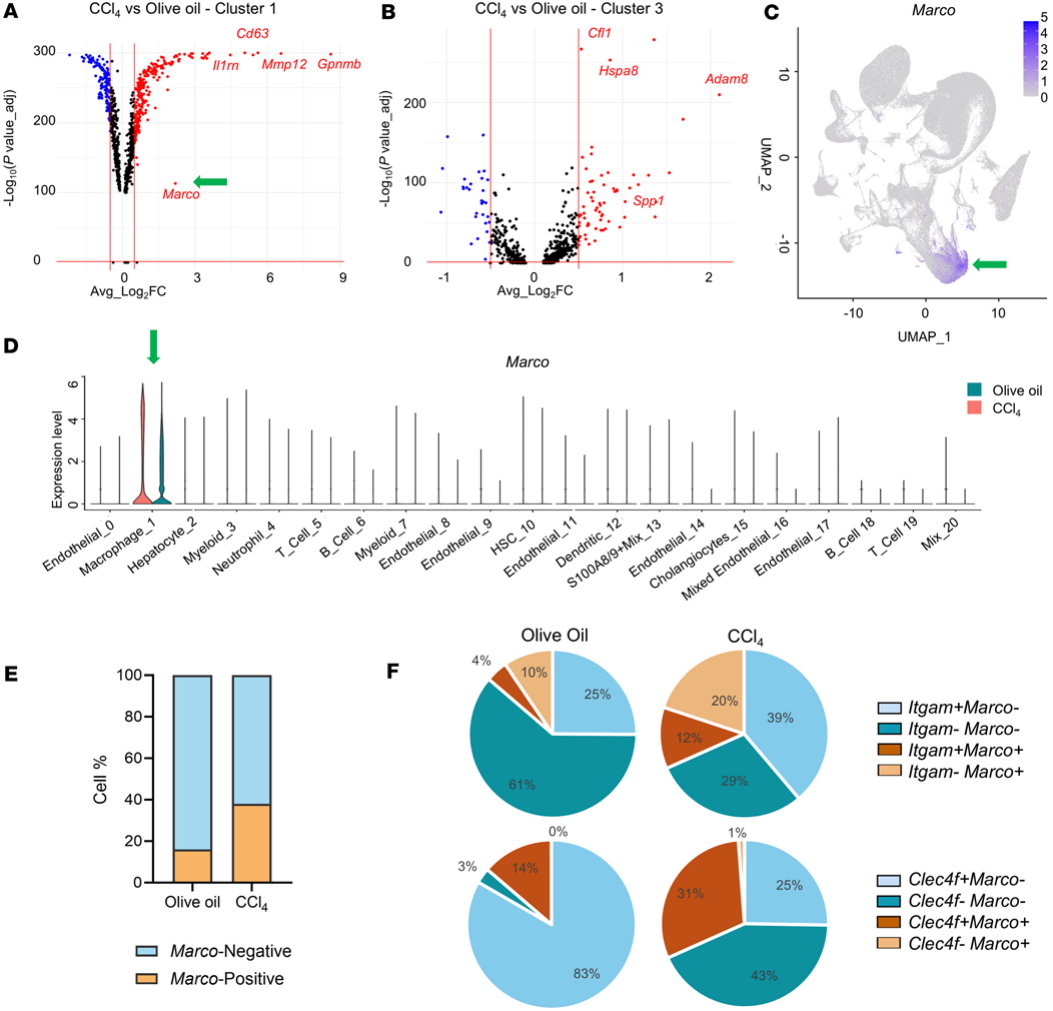
Expression of *Marc*o is upregulated in a specific macrophage subpopulation in CCl_4_-induced chronic fibrosis. (**A**) Volcano plot of differential gene expression between macrophages in cluster 1 for liver cells isolated from mice after olive oil or CCl_4_ administration. Downregulated genes are shown in blue, upregulated genes in red, and unchanged genes in black. Arrow shows *Marc*o as one of the genes with the greatest upregulated expression in this cluster. (**B**) Volcano plot of differential gene expression between macrophages in cluster 3 for liver cells isolated from mice after olive oil or CCl_4_ administration. Downregulated genes are shown in blue, upregulated genes in red, and unchanged genes in black. This cluster failed to show a clear enrichment for proinflammatory macrophages and appeared to be somewhat mixed, so it was not utilized for downstream analysis. (**C**) Feature plot of *Marco* expression restricted to the macrophage cluster as shown in Figure 1, A and E. (**D**) Violin plot of *Marc*o differential expression in cluster 1 liver cells isolated from mice after olive oil or CCl_4_ administration. Note that *Marco* expression is restricted to cluster 1. (**E**) Bioinformatic subsetting and sorting of *Marc*o^+^ cells demonstrates that the proportion of *Marc*o^+^ cells nearly doubled with CCl_4_-induced fibrosis. (**F**) Bioinformatic subsetting and sorting for coexpression of *Marc*o and the Kupffer cell marker *Clec4f* versus infiltrating macrophage marker *Itgam* demonstrates that *Marc*o^+^ cells are almost exclusively *Clec4f*^+^ (Kupffer cells) in the healthy olive oil condition but expand to include an *Itgam^+^Marco*^+^ population with CCl_4_-induced fibrosis. Differential gene expression was calculated on scTransform v2 normalized data with FindMarkers using the Wilcoxon rank sum test and reported as average log_2_ fold change and Benjamini-Hochberg–adjusted *P* values.

**Figure 3:**
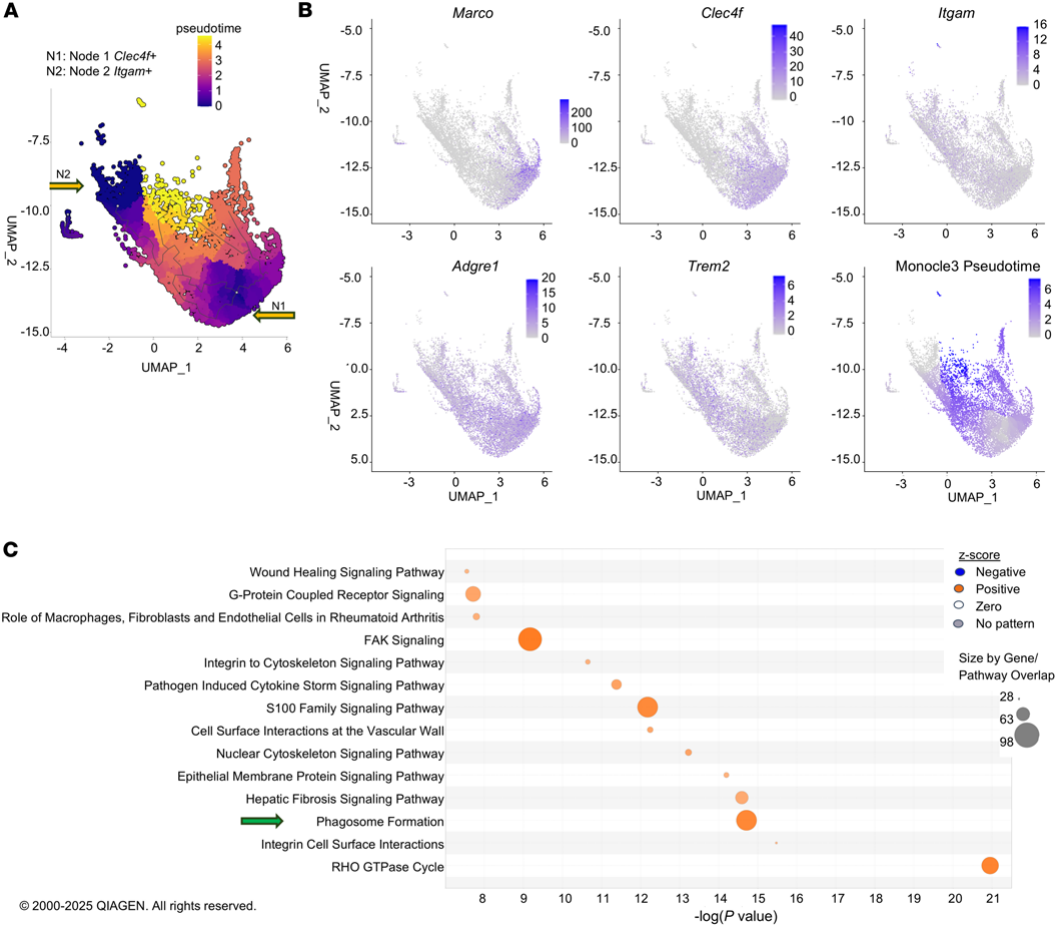
Pseudotime analysis of macrophage phenotypic plasticity in chronic CCl_4_-induced fibrosis. (**A**) Trajectory analysis of the CCl_4_ macrophage population with Monocle 3 software (63), with a starting node rooted in the *Clec4f*^+^ macrophage population and *Itgam^+^* population (primarily Kupffer cells and infiltrating macrophages, respectively) and colored by pseudotime to show the changes in gene expression/phenotypic plasticity. (**B**) Feature plots of *Marco* versus informative genes to show the distribution of subpopulations with respect to pseudotime and origins of *Marco* induction with CCl_4_-induced fibrosis. (**C**) IPA using the magnitude of Moran’s test statistic (Table 1), not differential gene expression, for significantly induced genes along the pseudotime trajectory to identify associated pathways. Pathway analysis statistics were calculated by IPA using a right-tailed Fisher’s exact test to calculate *P* value.

**Figure 4:**
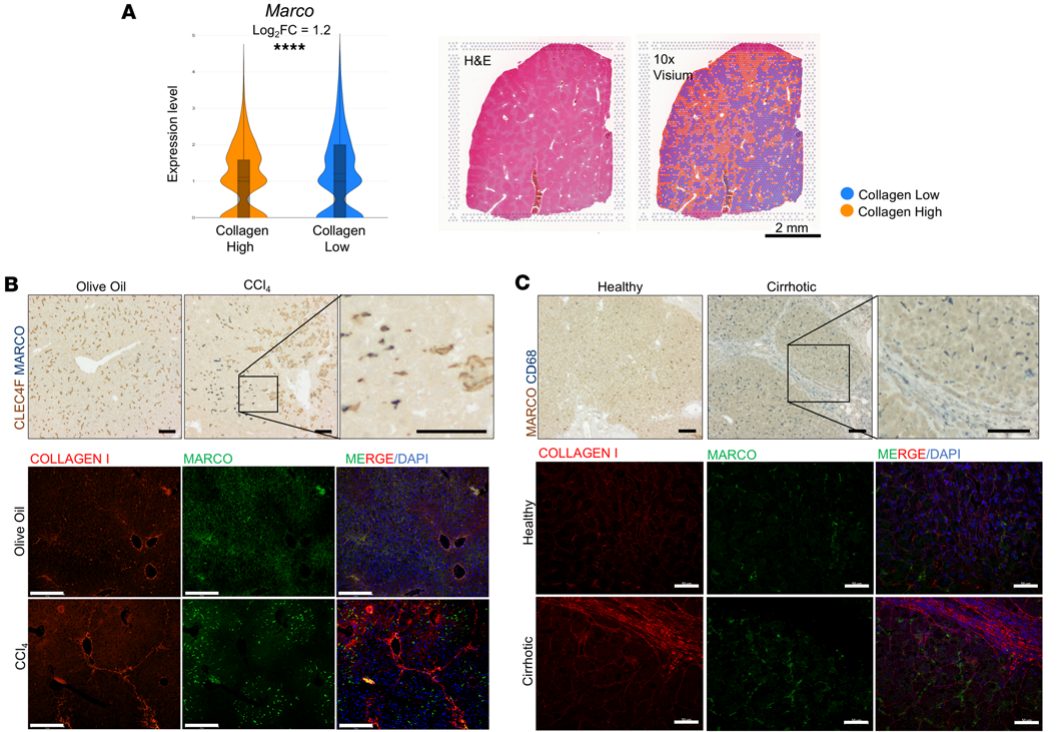
MARCO^+^ macrophages are increased in chronic liver fibrosis but localize to nonfibrotic regions. (**A**) 10X Visium CCl_4_ mouse liver sample demonstrating the colocalization of lighter fibrotic regions visible with H&E staining versus the designated collagen high and low “spots” used for differential expression of *Marc*o with violin plot relative to collagen type I in CCl_4_-induced fibrotic mouse liver. Collagen high represents fibrotic zones, collagen low represents nonfibrotic zones. Log_2_FC = 1.2; ****P < 0.0001 in **A**. (**B**) Representative images of CLEC4F macrophage marker and MARCO immunostaining as well as collagen type I and MARCO immunostaining in liver tissue sections of mice after chronic administration of olive oil or CCl_4_. The homogeneous distribution of macrophages in the olive oil group differs from the chronic fibrosis group by an increased macrophage population that segregates by MARCO^+^ cells that specifically do not colocalize with fibrotic collagen versus MARCO^–^ populations that have a distribution similar to the collagen staining. (**C**) Representative images of CD68 macrophage marker and MARCO immunostaining by IHC as well as immunofluorescence to show that the same distribution of MARCO^+^ macrophages compared with regions of fibrosis is seen in liver tissue sections from patients with and without cirrhosis as in the olive oil versus CCl_4_ fibrotic mouse model. IHC scale bar: 50 μm; IF scale bar: 275 μm. Each image is representative of 3 patient-derived or animal-derived samples.

**Figure 5:**
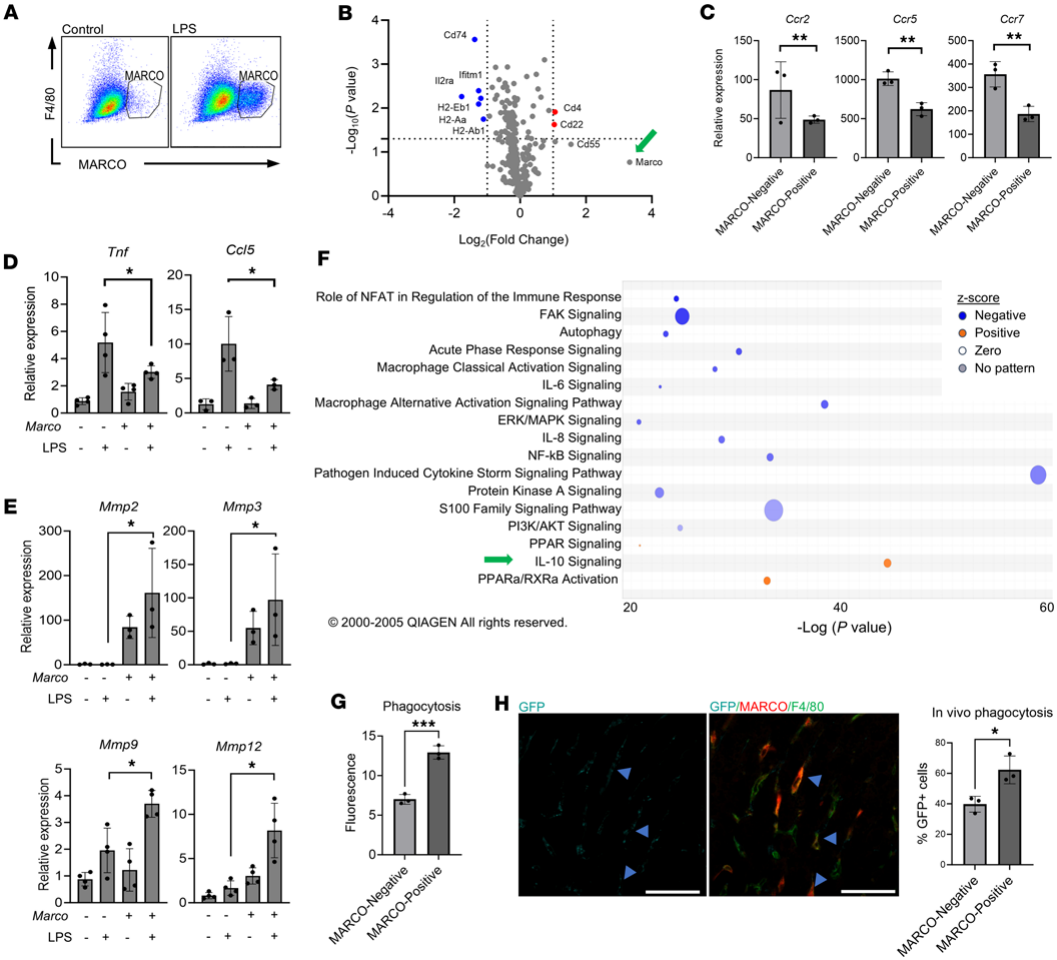
LPS induces a MARCO^+^ population in BMDMs with antiinflammatory characteristics. (**A**) Flow cytometric analysis of F4/80 and MARCO double-positive BMDMs before (left panel) and after (right panel) treatment with LPS. (**B**) Gene expression analysis of immune-related genes in BMDMs stimulated with LPS. Volcano plot shows differentially expressed genes, upregulated (red) or downregulated (blue), in MARCO^+^ versus MARCO^–^ BMDMs. (**C**) Expression of cytokine receptors *Ccr*2, *Ccr*5, and *Ccr*7 (in MARCO^–^ and MARCO^+^ BMDMs). (**D**) Expression of proinflammatory cytokines *Tnf* and *Ccl5* in MARCO^–^ and MARCO-overexpressing Raw 264.7 macrophages with and without LPS stimulation. (**E**) Expression of matrix metalloproteinases (MMPs) *Mmp2*, *Mmp3*, *Mmp9*, and *Mmp12* in MARCO^–^ and MARCO-overexpressing Raw 264.7 macrophages with and without LPS stimulation. (**F**) IPA of the nCounter fibrosis panel in MARCO^+^ BMDMs shows increased antiinflammatory IL-10 signaling and decreased inflammatory pathways. (**G**) Phagocytic capacity assay of MARCO^–^ and MARCO^+^ BMDMs, measured by internalization of fluorescent latex beads. (**H**) In vivo phagocytosis assay in CCl_4_ mice using GFP-labeled *E.coli* (arrowheads) and MARCO and GFP costaining, demonstrating increased phagocytic capacity in MARCO^+^ versus MARCO^–^ macrophages as seen in vitro in panel. Each image is representative of 3 mouse samples. (**G**). Scale bar: 50 μm. ***P < 0.001; **P < 0.01; *P < 0.05. IPA (Qiagen) *P* values were calculated via a right-tailed Fisher’s exact test. nCounter results were analyzed using nSolver software with significance determined by heteroscedastic *t* test (Welch’s). All other results were analyzed using 2-way ANOVA and Tukey’s comparisons test. Each experiment was conducted at least 3 times.

**Figure 6:**
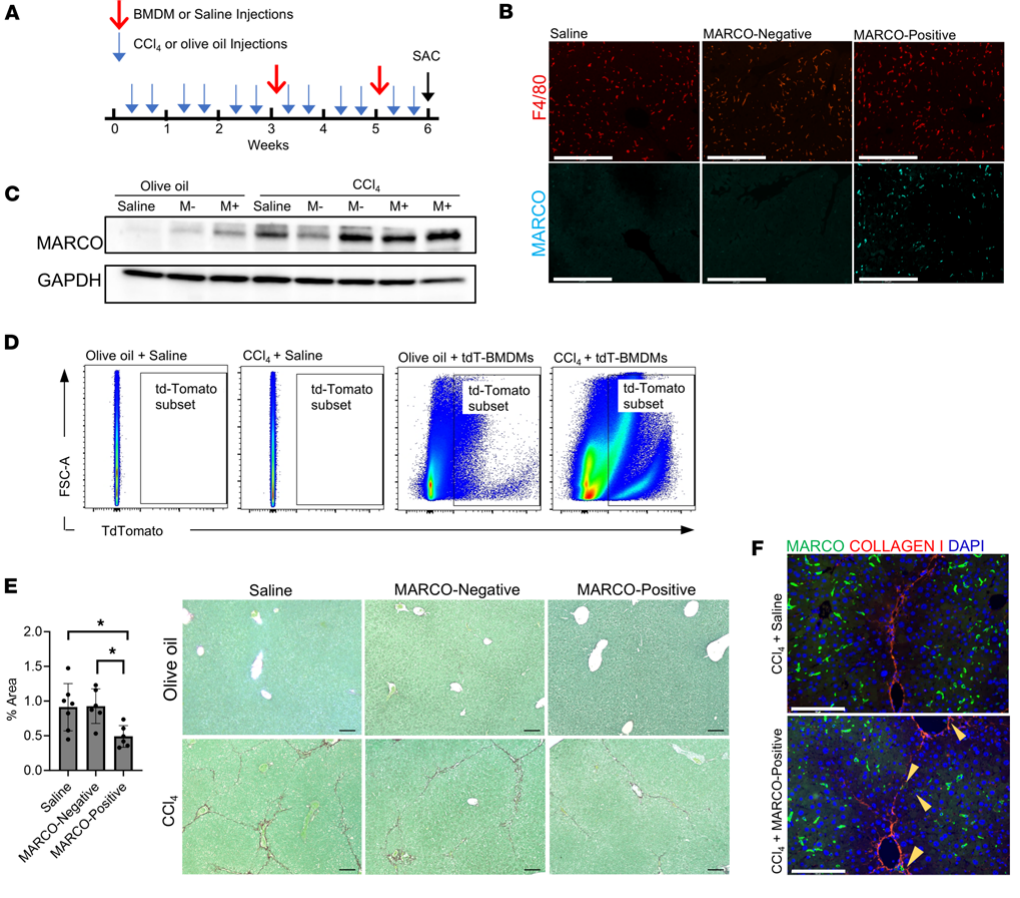
Adoptive transfer of MARCO^+^ BMDMs reduces fibrosis in vivo. (**A**) Schematic showing adoptive transfer protocol and CCl_4_ administration. Mice received 2 tail vein injections of 1 × 10^6^ MARCO^+^, MARCO^–^ BMDMs, or saline at 3 and 5 weeks of olive oil/CCl_4_ administration protocol. (**B**) Immunofluorescence staining of F4/80 and MARCO in liver tissue sections to confirm the presence of transferred MARCO^+^ BMDMs. Olive oil–administered controls were used to prevent interference from CCl_4_-induced endogenous MARCO^+^ macrophage staining. Scale bar: 275 μm (**C**) Representative immunoblots of MARCO and GAPDH (loading control) proteins in liver tissue lysates after olive oil or CCl_4_, with (M-, Marco^–^; M+, MARCO^+^) or without (Saline) macrophage adoptive transfer. (**D**) Analysis by flow cytometry of isolated liver macrophages from mice after receiving adoptive transfer of BMDMs that constitutively express tandem dimer Tomato fluorescent protein (tdT) or WT BMDM. (**E**) Picrosirius/fast green staining of collagen (i.e., fibrosis) in liver tissue sections from mice that received adoptive cell transfer. Quantification of picrosirius staining in CCl_4_-induced fibrotic livers is shown in the bar graph. Scale bar: 100 μm. (**F**) Representative immunofluorescence image of collagen type I and MARCO staining in fibrotic liver tissue sections from mice that received adoptive cell transfer. Scale bar: 100 μm. *P < 0.05. Statistical analysis was done using 2-way ANOVA and Tukey’s comparisons test. The cell transfer experiment was conducted on at least 6 animals per group.

**Figure 7:**
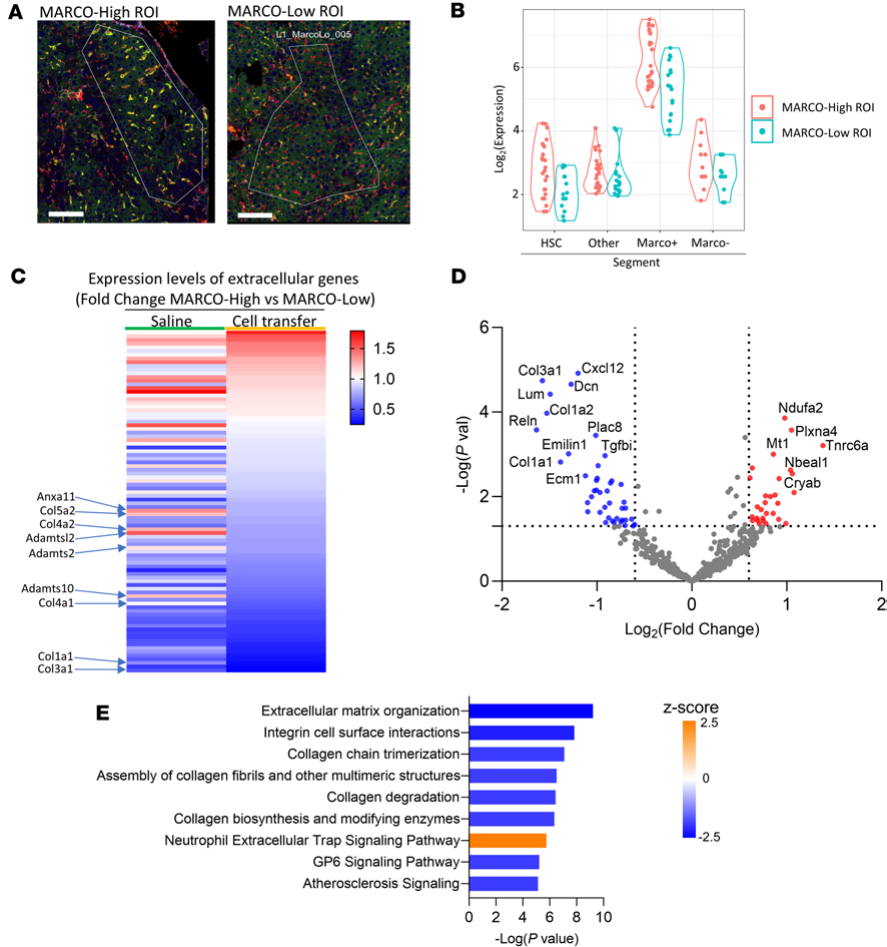
Adoptive transfer of *Marco*^+^ macrophages in vivo induces phenotypic changes in HSCs. (**A**) Regions of interest (ROI) for GeoMx DSP were selected based on IBA1^+^ and MARCO^+^ immunofluorescence staining. MARCO^Hi^ ROIs are MARCO^+^IBA1^+^ (yellow), and MARCO^Lo^ ROIs are MARCO^–^IBA1^+^ (red). Scale bar: 125 μm. (**B**) *Marco* transcript levels across all of the segments and ROIs for quality control. (**C**) Heatmap shows Extracellular gene expression fold change for HSC in *Marco*^hi^ versus *Marco*^lo^ ROIs. The first column shows CCl_4_-treated mice that did not receive cell transfer, and the second column shows CCl_4_-treated mice that received cell transfer. Rows were not clustered for this 2 column comparison, and the color gradient indicates the magnitude of fold change for Marco^Hi^ versus Marco^lo^ across all analyzed genes. Extracellular genes highlighted in the saline group are reduced in *Marco*^hi^ ROI with cell transfer. Extracellular gene list obtained from Gene Ontology consortium (www.geneontology.org). (**D**) Volcano plot of differentially expressed genes for DESMIN^+^ segments from MARCO^Hi^ compared with MARCO^Lo^ ROI after treatment with MARCO^+^ BMDMs. (**E**) IPA showing reductions in ECM-related pathways in DESMIN^+^ segments after MARCO^+^ BMDM cell transfer treatment. Scale bar: 125 μm. *P* values were calculated by IPA using a right-tailed Fisher’s exact test.

**Table 1:**
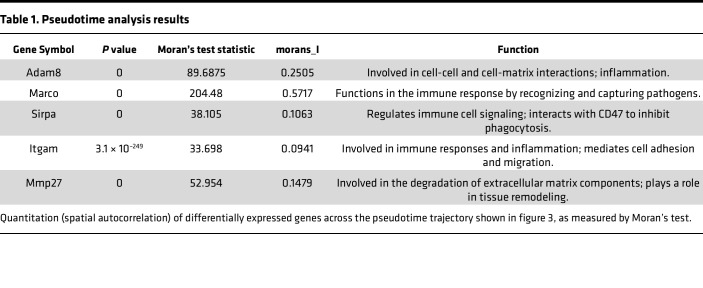
Pseudotime analysis results

# Supplementary material for: Macrophages expressing macrophage receptor with collagen structure attenuate liver fibrosis through a tissue restoration phenotype
**Source:** JCI Insight. 2026 Mar 23;11(6):e193172. doi: 10.1172/jci.insight.193172
**Supplement:** Supplemental data

# **Macrophages expressing Macrophage Receptor with Collagen Structure Attenuate Liver Fibrosis Through a Tissue Restoration Phenotype**

## **Supplemental Material**

### **Methods**

#### ***RAW 264.7 Macrophage Transfection and Migration Assay***

The RAW 264.7 macrophage-like cell line (TIB-71, ATCC) was used for in vitro Marco expression experiments. RAW 264.7 cells were maintained at 37 °C and 5% CO<sub>2</sub> in culture with Dulbecco modified eagle medium (11995-065; Gibco) supplemented with 10% FBS, 1% penicillin/streptomycin, and 10 mM HEPES (15630080, GIBCO). Cells were grown to a confluence of 60% to 70% and transfected with the pCMV3-C-GFPSpark Mouse Marco expression plasmid (MG50283-ACG; Sino Biological, Inc) or empty plasmid using FuGENE 4k (4k-1000; Fugene LLC) transfection reagent. After 24 hours, the transfected cells were seeded as a monolayer in a 35-mm tissue culture dish. A scratch was made in the cell monolayer by dragging a 10-μL pipette tip across the well bottom. Immediately after performing the scratch, the culture medium was replaced with fresh medium containing PBS as the vehicle or 10 ng/mL C-X-C motif chemokine ligand 9 (CXCL9) (578202, BioLegend) as a stimulant. Cells were imaged using Zeiss Axio-Observer 7 inverted microscope with live cell imaging over a 12-hour period using Zen software to track all the GFP<sup>+</sup> cells and GFP<sup>-</sup> cells. The rate of cell migration was calculated by subtracting the scratch area after 12 hours from the scratch area at 0 hours and dividing the difference by the scratch area at 0 hours. The individual points in the graph represent individual cells. (27)

### ***Reverse Transcription qPCR***

We extracted mRNA from RAW 264.7 cells, bone marrow cells, and mouse liver with the RNeasy Mini Kit (74104; Qiagen). Total RNA (500 ng) was reverse transcribed with the SuperScript III First-Strand Synthesis System (18080-051; Invitrogen), and qPCR was performed with the iTaq Universal SYBR Green Supermix (1725120; Bio-Rad Laboratories, Inc) according to the manufacturer protocol. The primers used and sequences are listed in Supplemental Table 1.

### ***Immunoblot Analysis***

Liver tissues and BMDMs were lysed in RIPA lysis buffer (89900; Thermo Fisher Scientific) supplemented with protease inhibitors (11836170001; Roche). Protein concentrations were quantified with the Dc protein assay (5000116; Bio-Rad Laboratories, Inc). For each sample, 30 µg of total protein was loaded onto a polyacrylamide gel, subjected to electrophoresis with sodium dodecyl sulfate, and transferred to a nitrocellulose membrane. Membranes were blocked in 5% milk and incubated overnight with primary antibodies at 4 °C. Primary antibodies and dilutions are listed in Supplemental Table 2. Enhanced chemiluminescence (WBLUR0100; Millipore or sc-2048; Santa Cruz Biotechnology) was used for protein detection and immunoblots were visualized with a biomolecular imager (Azure Biosystems). Proteins were quantified with ImageJ software (26).

### ***In vitro Phagocytosis Assay***

Sorted MARCO-positive or MARCO-negative BMDMs were plated in 96-well plates at a density of 5,000 cells/well in 150 mL of RPMI supplemented with 10% FBS and incubated overnight at 37 °C in 5% CO<sub>2</sub>. The next day, the culture medium was removed, and the cells were incubated

in fresh RPMI with 1:200 fluorescein isothiocyanate–labeled rabbit immunoglobulin G–coated latex beads (500290; Cayman Chemical) for 2 hours at 37 °C. The cells were then washed, and fluorescence was measured with a GloMax microplate reader (Promega Corporation).

### ***Immunostaining***

Formalin fix-paraffin embedded 5- $\mu$ m tissue sections of human liver from donors and from cirrhosis patients were obtained through the Mayo Center for Cell Signaling in Gastroenterology from samples collected at Mayo Clinic. Mouse livers from either the olive oil group or CCl<sub>4</sub> group mice were fixed in 10% formalin, embedded in paraffin, and sectioned into 5- $\mu$ m sections.

Sections were deparaffinized, and heat-mediated antigen retrieval was performed in Tris-EDTA buffer (10mM Tris-base, 1mM EDTA, and 0.05% Tween 20; pH, 9.0). Sections were blocked in 10% FBS and 1% BSA for 1 hour at room temperature, followed by overnight incubation with primary antibodies. Primary antibodies and dilutions are listed in Supplemental Table 2.

For immunohistochemical analysis, slides were incubated with an appropriate biotinylated secondary antibody (Vector Laboratories Inc) for 1 hour at room temperature. The slides were then incubated with horseradish peroxidase–conjugated avidin reagent (PK-7100; Vector Laboratories Inc) for 30 minutes at room temperature. The slides were developed with 3,3'-diaminobenzidin substrate (SK-4100; Vector Laboratories Inc) for 3 minutes. Before mounting, the stained slides were counterstained with hematoxylin and dehydrated in ethanol and xylene.

For immunofluorescence staining, the slides were incubated with fluorophore-conjugated secondary antibodies for 1 hour and counterstained with DAPI for 3 minutes before mounting with antifade media. Images were acquired with a light microscope (ZEISS Microscopy), Evos Cell

Imaging System (Thermo Fisher Scientific), or LSM 780 laser scanning confocal microscope (ZEISS Microscopy).

### ***Fluorescence-Activated Cell Sorting (FACS)***

Cells were resuspended in FACS buffer (1% FBS, 0.1% BSA, and 2 mM EDTA in 1X PBS) and incubated with TruStain FcX PLUS (156604; BioLegend) to decrease nonspecific staining followed with conjugated primary antibodies (Supplemental Table 2). Sorting and data acquisition were performed with a FACS Aria II SORP instrument and FACSDiva software, v8.0.1 (BD Biosciences). Sorting was based on manual gating. The results were analyzed with FlowJo software, v10.10.0 (FlowJo, LLC).

### ***Mass cytometry by Time-of-flight (CyTOF)***

Intrahepatic leukocytes were isolated as described in the single cell RNA seq methodology section. 3 million cells were fixed and stained with a macrophage focused antibody cocktail (Supplementary Table 3) conjugated to lanthanide-based metal isotopes according to manufacturer guidelines (Fluidigm, San Francisco, CA). Mass cytometry was performed at the Mayo Clinic Immune Monitoring Core (Mayo Clinic, Rochester, MN) on a Helios mass cytometry system (Fluidigm, San Francisco, CA). Signal normalization was achieved by spiking EQ™ four element calibration beads (Cat. No. 201078, Fluidigm, San Francisco, CA) into each sample. Data normalization was performed using CyTOF software version 6.7.1014 (Fluidigm). FlowJo Software (version 10.8.1; Becton, Dickinson & Company) was used to identify cell singlets ( $^{191}\text{Ir}^{+193}\text{Ir}^{+}$ ) and viable events ( $^{195}\text{Pt}^{-}$ ) before performing high dimensional data analysis. All live

singlet events were exported to new “.fcs” (flow cytometry standard) files prior to analysis. t-SNE clustering analysis was performed on 10,000 equivalent events from each sample with selection of all parameters. Cellular phenotypes were assigned to the t-SNE plot based on distribution and expression characteristics of all markers after clustering. Phenographs were generated in the R language-based Cytokit software<sup>1</sup>.

### ***Hydroxyproline Content Measurement***

Hydroxyproline content was quantified using a colorimetric assay test kit (#MAK569, Millipore-Sigma) following manufacturer instructions. 10 mg of liver tissue were homogenized in 100 µL of ultrapure water. 100 µL of pure Hydrochloric Acid were added to the homogenized tissue and were incubated for hydrolyzation at 120 degrees Celsius for 3 hours. Later, 50 µL of hydrolyzed material were dried at 60 degrees Celsius overnight. The dry material was resuspended in 100 µL of Chloramine T/Oxidation Buffer followed by addition of 100 µL of DMAB Reagent in perchloric acid. After 90 minutes incubation at 60°C, the absorbance was measured at 560 nm. Hydroxyproline concentration was quantified with a standard curve using a hydroxyproline standard provided by in the kit.

## Supplemental Tables

**Supplemental Table 1. Antibodies used in the study**

| Target     | Species reactivity | Conjugation        | Dilution         | Technique      | Catalog #   | Clone         | Company                         |
|------------|--------------------|--------------------|------------------|----------------|-------------|---------------|---------------------------------|
| CD68       | Human              | None               | 1:100            | IF, IHC        | Ab213363    | EPR20545      | Abcam                           |
| CD68       | Human              | None               | 1:100            | IF             | MAB20401    | 298807        | Bio-Techne                      |
| CD68       | Mouse              | None               | 1:200,<br>1:1000 | IF, IHC,<br>WB | Ab125212    | Polyclonal    | Abcam                           |
| CD68       | Mouse              | None               | 1:100            | IF             | Ab201340    | C68/684       | Abcam                           |
| CD11b      | Mouse              | VioGreen           | 1:200            | FC             | 130-113-811 | M1/70.15.11.5 | Miltenyi                        |
| CD45       | Mouse              | VioBlue            | 1:200            | FC             | 130-110-802 | 30F11         | Miltenyi                        |
| CLEC4f     | Mouse              | None               | 1:100            | IF, IHC        | AF2784      | Polyclonal    | Bio-Techne                      |
| Collagen I | Human,<br>Mouse    | None               | 1:200            | IF, WB         | 1310-01     | Polyclonal    | Southern<br>Biotechnologies     |
| F4/80      | Mouse              | APC                | 1:100            | FC             | 123116      | BM8           | BioLegend                       |
| F4/80      | Mouse              | PerCP-<br>Vio700   | 1:200            | FC             | 130-118-466 | BM8           | Miltenyi                        |
| F4/80      | Mouse              | None               | 1:200            | IF             | 70076s      | D2S9R         | Cell Signaling<br>Technologies  |
| GFP        | N/A                | None               | 1:100            | IF             | 55494S      | 5G4           | Cell Signalling<br>Technologies |
| MARCO      | Human              | None               | 1:100            | IF, IHC        | PA5-64134   | Polyclonal    | Invitrogen                      |
| MARCO      | Mouse              | PE                 | 2 ug/mL          | FC             | FAB29561P   | 2359A         | Novus<br>Biologicals            |
| MARCO      | Mouse              | None               | 1:200            | IF             | AF2956      | Polyclonal    | Bio-Techne                      |
| MARCO      | Mouse              | None               | 1:100<br>1:1000  | IF, IHC,<br>WB | ab239369    | EPR22944-64   | Abcam                           |
| IBA1       | Mouse              | Alexa Fluor<br>647 | 1:200            | IF             | 78060       | E4O4W         | Cell Signaling<br>Technologies  |
| DESMIN     | Mouse              | None               | 1:50             | IF             | 14-9747-82  | DE-U-10       | Invitrogen                      |
| GAPDH      | Mouse              | None               | 1:5000           | WB             | MA5-15738   | GA1R          | Invitrogen                      |
| IgG        | Goat               | Alexa fluor<br>594 | 1:300            | IF             | A11058      | Polyclonal    | Invitrogen                      |

|     |        |                    |       |    |        |            |            |
|-----|--------|--------------------|-------|----|--------|------------|------------|
| IgG | Goat   | Alexa fluor<br>488 | 1:300 | IF | A11055 | Polyclonal | Invitrogen |
| IgG | Goat   | Alexa fluor<br>568 | 1:300 | IF | A11057 | Polyclonal | Invitrogen |
| IgG | Goat   | Alexa fluor<br>647 | 1:300 | IF | A21447 | Polyclonal | Invitrogen |
| IgG | Mouse  | Alexa fluor<br>488 | 1:300 | IF | A21202 | Polyclonal | Invitrogen |
| IgG | Mouse  | Alexa fluor<br>568 | 1:300 | IF | A10037 | Polyclonal | Invitrogen |
| IgG | Mouse  | Alexa fluor<br>647 | 1:300 | IF | A31571 | Polyclonal | Invitrogen |
| IgG | Rabbit | Alexa fluor<br>488 | 1:300 | IF | A21206 | Polyclonal | Invitrogen |
| IgG | Rabbit | Alexa fluor<br>568 | 1:300 | IF | A10040 | Polyclonal | Invitrogen |
| IgG | Rabbit | Alexa fluor<br>647 | 1:300 | IF | A31573 | Polyclonal | Invitrogen |
| IgG | Rat    | Alexa fluor<br>647 | 1:300 | IF | A21208 | Polyclonal | Invitrogen |

---

---

**Supplemental Table 2. Mouse qPCR primer sequences**

---

| <b>Gene</b> | <b>Forward sequence</b>  | <b>Reverse sequence</b> |
|-------------|--------------------------|-------------------------|
| MMP9        | CCGACTTTTGTGGTCTTCCCC    | CTCTCCCATCATCTGGGCGG    |
| MMP12       | AGCTGCACTCTGCTGAAAGG     | AGCCCCACAGGCAGATACC     |
| CCL5        | CCTGCTGCTTTGCCTACCTC     | CACACACTTGGCGGTTTCCTT   |
| TNF         | CCACGTCGTAGCAAACCAAA     | GACAAGGTACAACCCATCGGC   |
| ACTB        | CCTCCCTGGAGAAGAGCTATG    | TTACGGATGTCAACGTCACAC   |
| MARCO       | CTTCTGTCGCATGCTCGGTT     | AGATGTTCCCAGAGCCACCT    |
| IL10        | GTGGAGCAGGTGAAGAGTGA     | TCGGAGAGAGGTACAAACGAG   |
| CXCR3       | AGCCATGTACCTTGAGGTTAGTGA | CAGGCTGAAATCCTGTGGGC    |
| MMP3        | TATACGAGGGCACGAGGAGC     | TCTTCACGGTTGCAGGGAGA    |
| MMP2        | GGACAAGTGGTCCGCGTAAA     | CCGACCGTTGAACAGGAAGG    |

---

**Supplemental Table 3. Mouse Macrophage Antibody Panel for CyTOF**

| <b>Target</b>   | <b>Label</b> | <b>Clone</b> | <b>Localization</b> |
|-----------------|--------------|--------------|---------------------|
| CD45            | 089Y         | 30-F11       | Surface             |
| CD44            | 106Cd        | IM7          | Surface             |
| CD38            | 110Cd        | 90           | Surface             |
| CD169/Siglec-1  | 112Cd        | QA20A47      | Surface             |
| MARCO           | 114Cd        | 2359A        | Surface             |
| CD36            | 116Cd        | HM36         | Surface             |
| Lgals3          | 141Pr        | 202213       | Surface             |
| CD204           | 143Nd        | 1F8C33       | Surface             |
| MHC Class I     | 144Nd        | 28-14-8      | Surface             |
| CD69            | 145Nd        | H1.2F3       | Surface             |
| PD-L1           | 146Nd        | 10F.9G2      | Surface             |
| CD9             | 147Sm        | MZ3          | Surface             |
| CD80            | 148Nd        | 16-10A1      | Surface             |
| Tim4            | 149Sm        | 370901       | Surface             |
| I-A/I-E         | 150Nd        | M5/114.15.2  | Surface             |
| CD206 (MMR)     | 151Eu        | C068C2       | Surface             |
| CLEC4F/CLECSF13 | 153Eu        | poly Goat    | Surface             |
| CD16/CD32       | 154Sm        | 93           | Surface             |
| MERTK           | 155Gd        | 108928       | Surface             |

|               |       |               |         |
|---------------|-------|---------------|---------|
| CCR2          | 156Gd | 475301        | Surface |
| CD86          | 158Gd | GL1           | Surface |
| F4/80         | 159Tb | BM8           | Surface |
| CD64          | 160Gd | 290322        | Surface |
| Ly6G          | 161Dy | 1A8           | Surface |
| CCR5          | 163Dy | 225307        | Surface |
| CX3CR1        | 164Dy | SA011F11      | Surface |
| CD14          | 165Ho | Sa14-2        | Surface |
| CD19          | 166Er | 6D5           | Surface |
| TREM2         | 167Er | 237920        | Surface |
| CD8a          | 168Er | 53-6.7        | Surface |
| TRAIL         | 169Tm | N2B2          | Surface |
| CD11b (Mac-1) | 172Yb | M1/70         | Surface |
| VSIG4         | 173Yb | poly Goat IgG | Surface |
| CD115/CSF1R   | 174Yb | AFS98         | Surface |
| Ly6C          | 175Lu | HK1.4         | Surface |
| CD45R (B220)  | 176Yb | RA3-6B2       | Surface |
| CD3e          | 196Pt | 145-2C11      | Surface |
| CD11c         | 209Bi | N/A           | Surface |

---

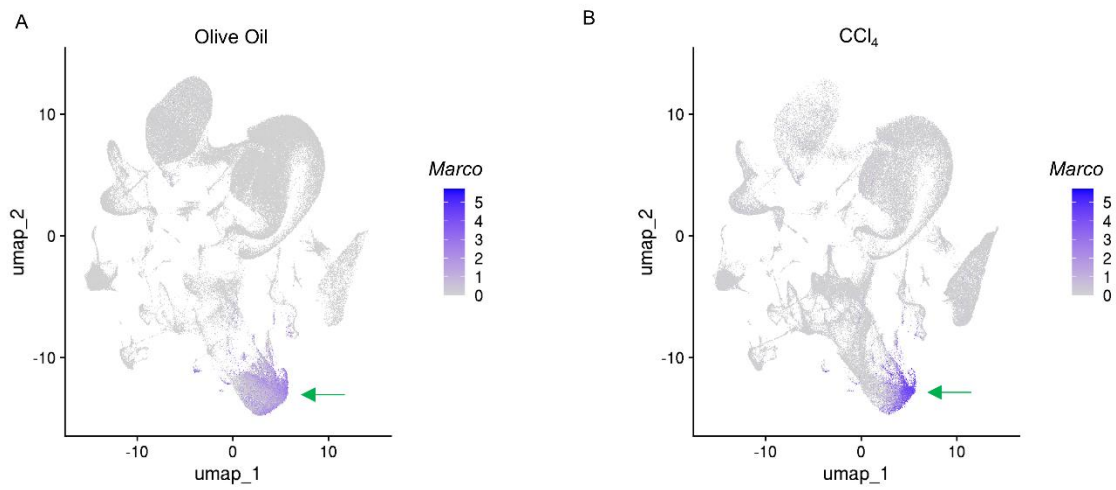

**Supplemental Figure 1. Feature Plots of *Marco* Expression between Macrophages derived from CCl<sub>4</sub>-induced chronic fibrosis and Olive Oil Controls.** Feature plots split by group to highlight that while endogenous expression of *Marco* is low in the healthy olive oil administered liver (A), it is detectable by scRNAseq and shown to clearly increase with CCl<sub>4</sub> chronic fibrotic injury (B).

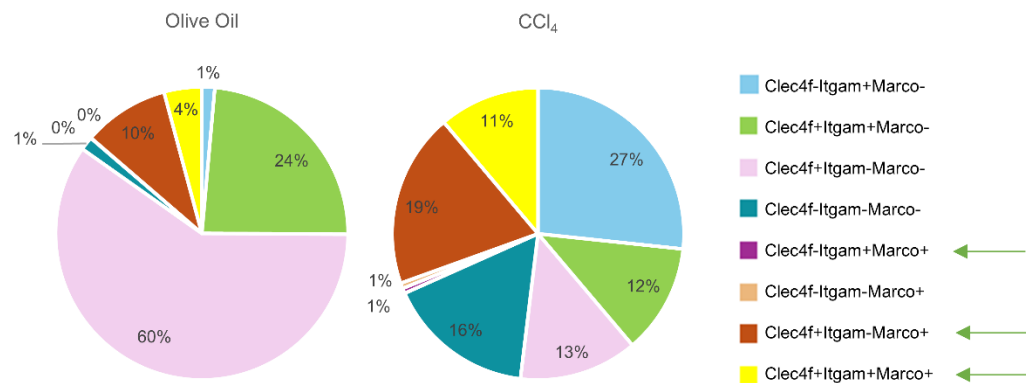

**Supplemental Figure 2. Bioinformatic Sorting Demonstrates Cell Subset Changes in chronic CCl<sub>4</sub> -induced fibrosis and populations of *Marco*-positive, *Clec4f*-negative cells.** Proportions of total macrophages positive for transcripts of cell markers *Clec4f* (Kupffer cells), *Itgam* (infiltrating macrophages), and *Marco* are shown with green arrows. The compartment of cells positive for *Marco* expands substantially with CCl<sub>4</sub>-induced fibrosis.

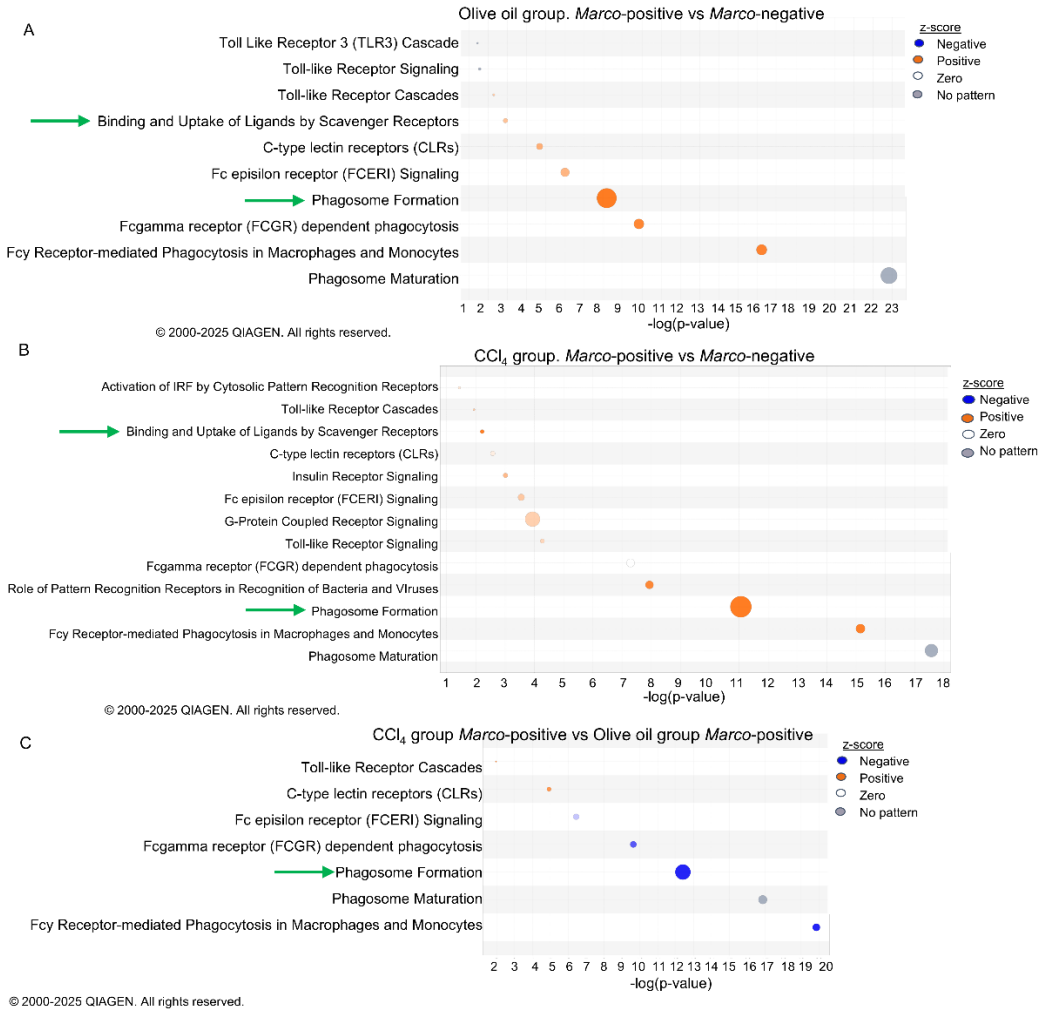

**Supplemental Figure 3. Potential Phagocytic Differences between *Marco*-positive cells derived from Healthy Olive Oil vs CCl<sub>4</sub> injured murine livers by IPA of scRNAseq. (A)** IPA of *Marco*-positive versus *Marco*-negative macrophages from the healthy olive oil control murine liver highlights upregulation of phagosome formation pathways (green arrow) indicating potential increases in phagocytosis. **(B)** IPA of *Marco*-positive versus *Marco*-negative macrophages from CCl<sub>4</sub> injured murine liver. **(C)** IPA of *Marco*-positive macrophages from CCl<sub>4</sub> injured murine liver versus healthy liver. Notably, downregulated pathways show features impaired in *Marco*-positive macrophages induced in an injury microenvironment versus endogenous *Marco*-positive macrophages in healthy liver. Results are filtered to phagocytosis relevant pathways.

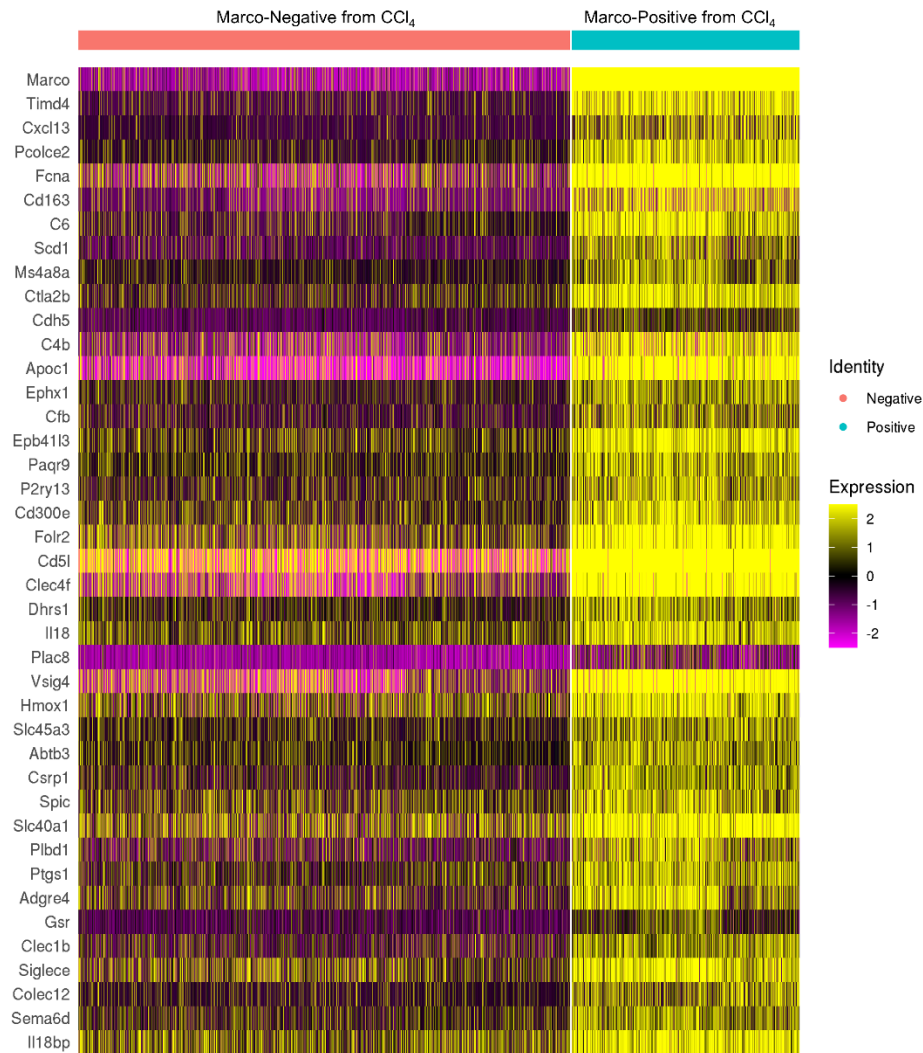

**Supplemental Figure 4. Heatmap of top differentially expressed genes between *Marco*-positive vs *Marco*-negative macrophages within CCl<sub>4</sub>-injured livers.** Macrophages were bioinformatically sorted and differential gene expression run for *Marco*-positive versus *Marco*-negative macrophages solely within the CCl<sub>4</sub> injured liver sample to isolate specific changes within *Marco*-positive cells from the fibrotic microenvironment.

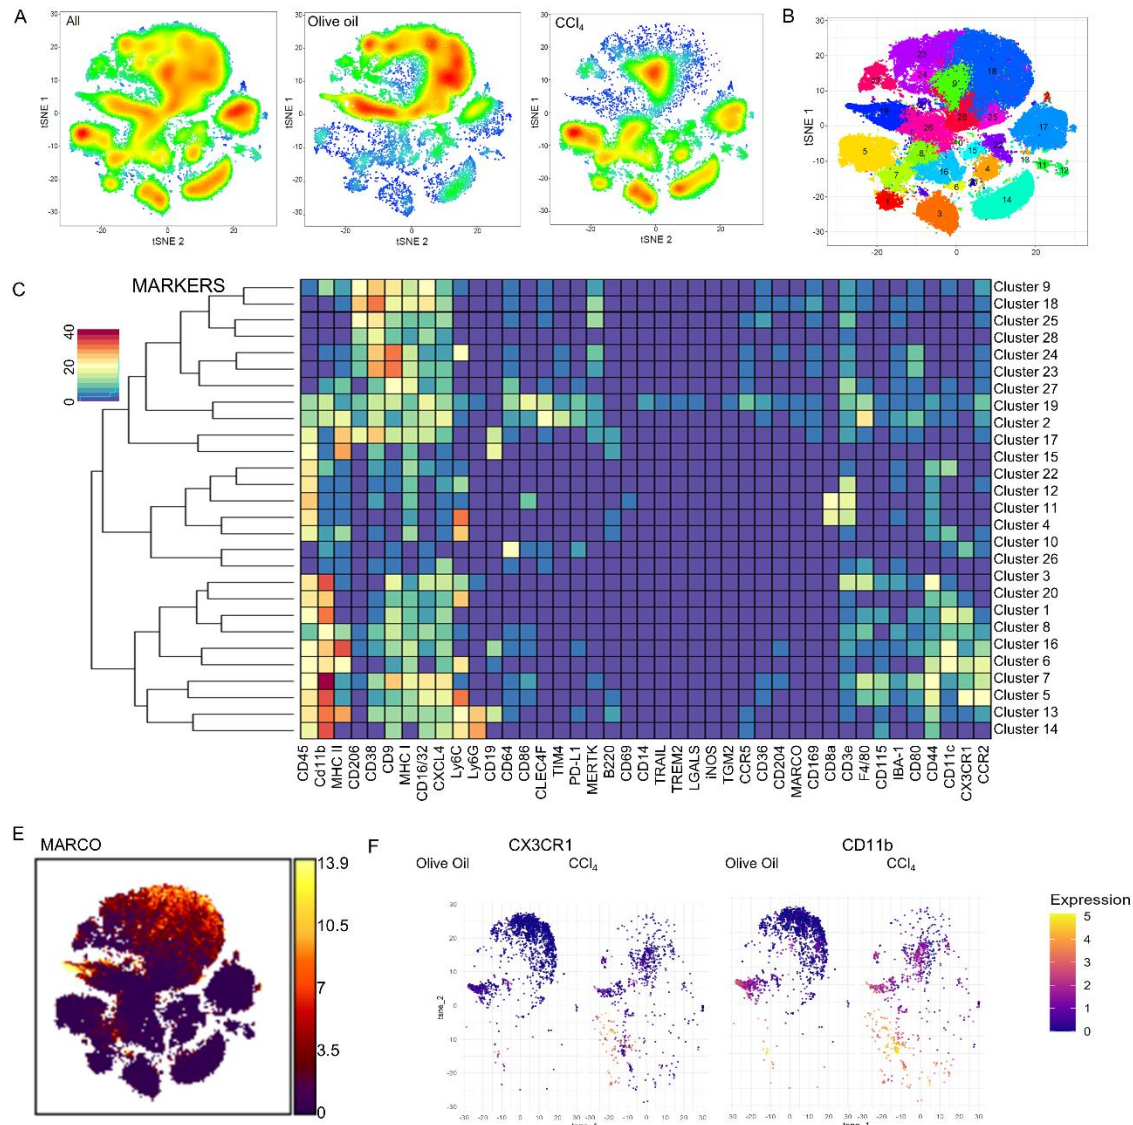

**Supplemental Figure 5. Mass cytometry analysis of intrahepatic leukocytes isolated from control (Olive oil) or fibrotic (CCl<sub>4</sub>) mouse livers.** Cluster heterogeneity changes can be observed in control and fibrotic intrahepatic leukocytes (**A**). A total of 28 individual clusters were identified across all of the samples analyzed (**B**). The marker median distributions across clusters are shown in panel (**C**). MARCO-positive cells are distributed across several main clusters (**D**). Cells were sorted based on MARCO expression, and the top 10% were subset to analyze the expression of infiltrating macrophage markers CX3CR1 (**E**) and CD11b (**F**).

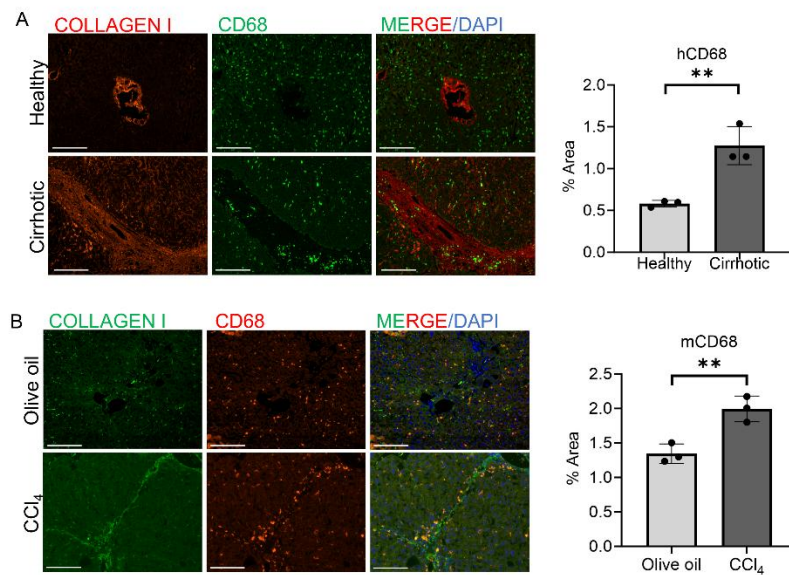

**Supplemental Figure 6. The Macrophage Population Is Increased in the Chronic Fibrotic Liver.** (A) Representative immunofluorescence images of CD68 (macrosialin) staining for macrophages and collagen type I in human liver tissue sections from patients with and without cirrhosis and quantification of CD68 as % of stained area. (B) Representative immunofluorescence images of CD68 and collagen type I in liver tissue sections from mice after olive oil or CCl<sub>4</sub>-administration, quantification of CD68 percentage of stained area. \*\* $P < 0.01$ . Scale bar: 275 $\mu$ m. CCl<sub>4</sub> indicates carbon tetrachloride; CD68, macrosialin; DAPI, 4'6-diamidino-2-phenylindole.

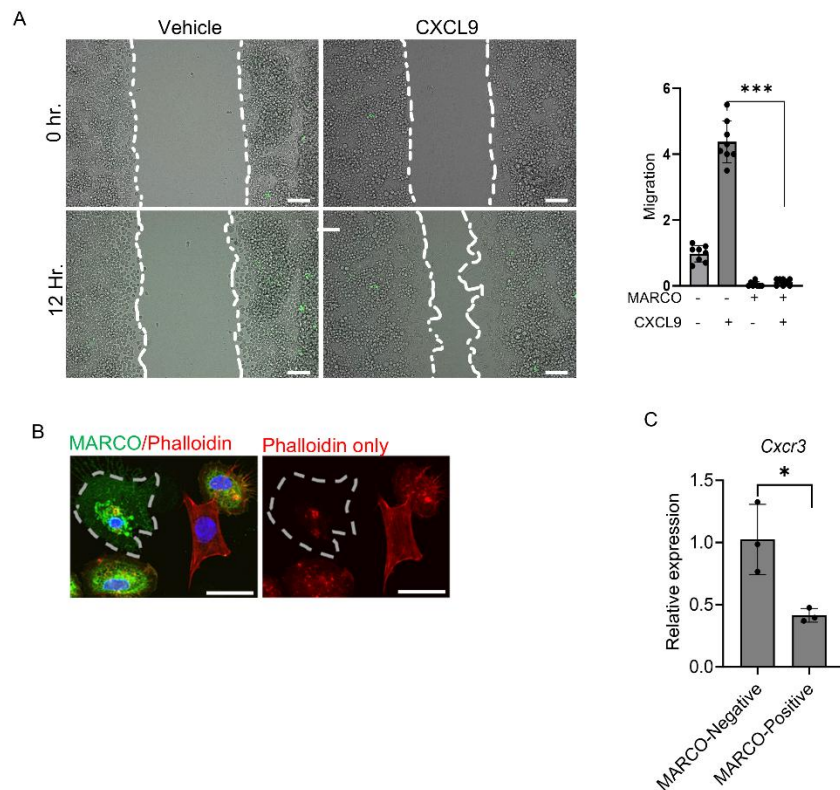

**Supplemental Figure 7. LSEC-Derived CXCL9 Promotes MARCO-Negative Macrophage Migration in vitro through CXCR3.** (A) Representative still images from real-time video microscopy analysis of migrating RAW 264.7 cells overexpressing MARCO (green) versus basal MARCO-negative (clear) after CXCL9-induced chemotaxis for 12 hours. Scale bar = 100  $\mu$ m (B) Representative fluorescence images of MARCO and phalloidin co-staining in RAW 264.7 cells. Scale bar = 10  $\mu$ m. (C) Expression of C-X-C chemokine receptor type 3 (*Cxcr3*) mRNA in MARCO-positive and MARCO-negative macrophages by qPCR. \*\*\* $P$ <0.001, \* $P$ <0.05. CCl<sub>4</sub> indicates carbon tetrachloride; CXCL9, C-X-C motif chemokine 9; DAPI, 4'6-diamidino-2-phenylindole; LSEC, liver sinusoidal endothelial cell; MARCO, macrophage receptor with collagenous structure.

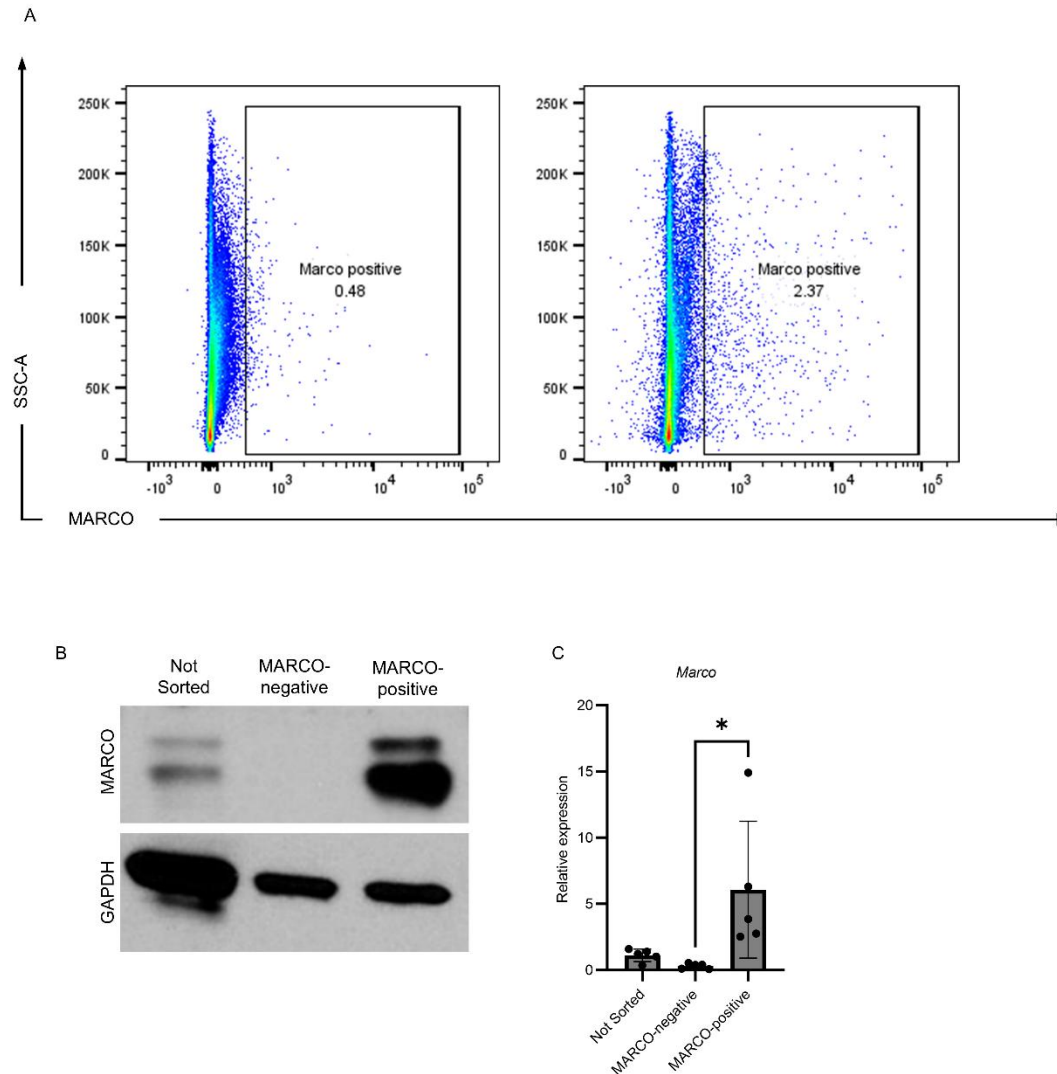

**Supplemental Figure 8. *Marco* expression in intrahepatic macrophages versus induction in BMDM and detection after sorting. (A)** Intrahepatic macrophage isolation from olive oil (left) and CCl<sub>4</sub> (right), followed by flow cytometry sorting to obtain *Marco*-positive cells, yields far too few cells to be useful for translational applications or for in vitro study. To work around this issue, LPS stimulated BMDMs expressing MARCO protein **(B)** and mRNA **(C)** were used for Figure 5 in vitro and Figures 6 and 7 in vivo studies.

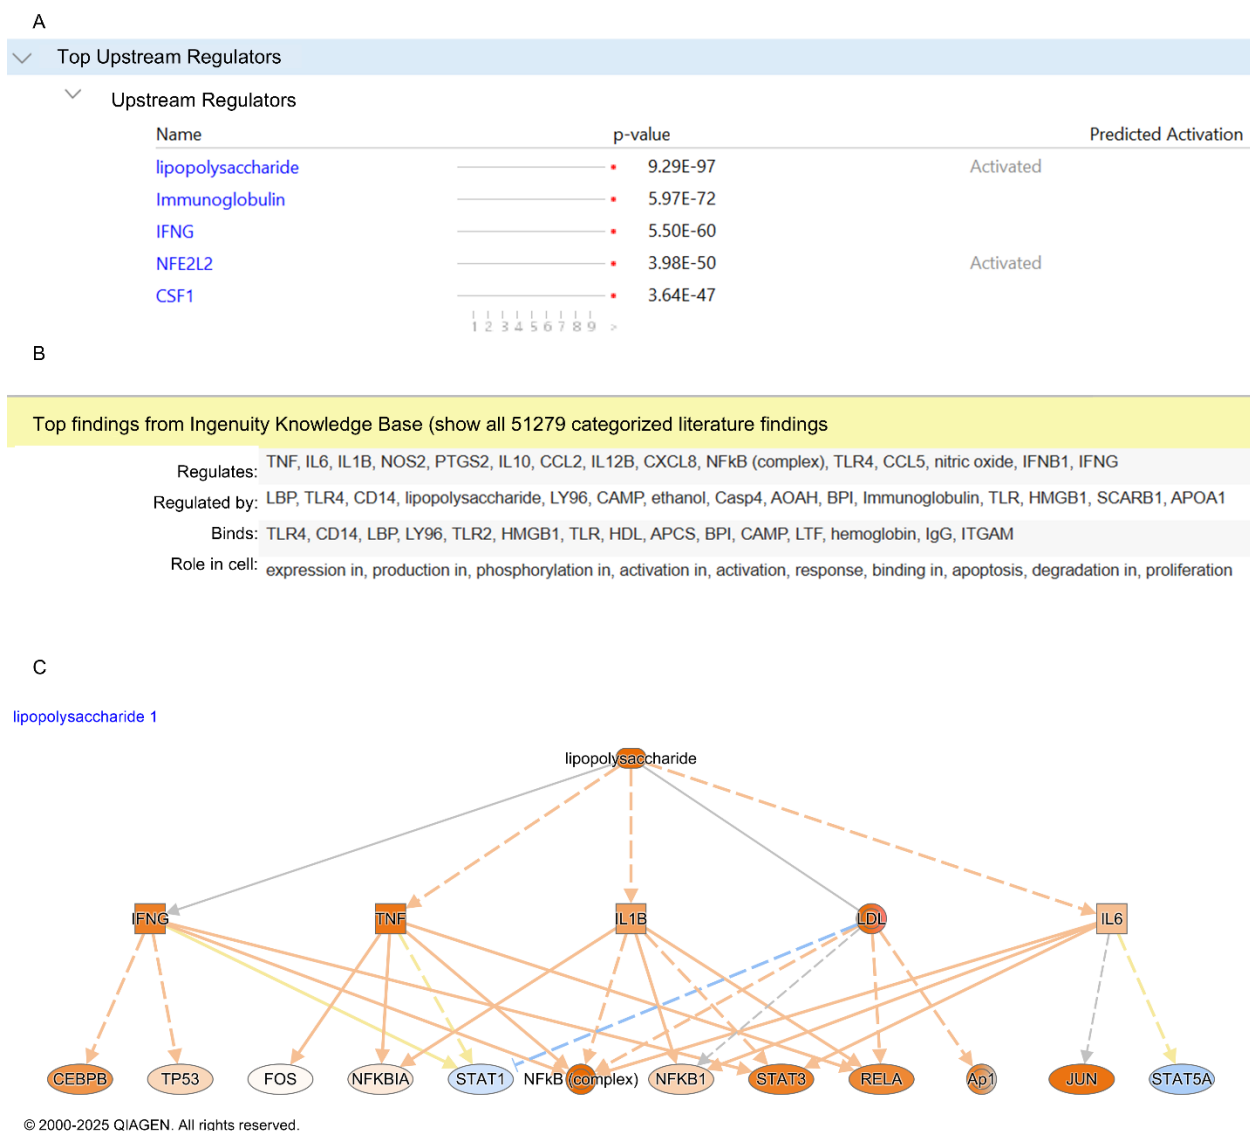

**Supplemental Figure 9. IPA Upstream regulator analysis of *Marco*.** (A) *Marco*-positive macrophages from CCl<sub>4</sub>-induced fibrotic livers reveals LPS as an upstream regulator of *Marco*. This agrees with the literature and practice of using LPS to generate *Marco*-positive BMDM (B) Molecular targets of LPS and LPS signaling per the IPA database. (C) IPA mechanistic network for LPS showing potential intermediate signaling partners responsible for *Marco* induction.

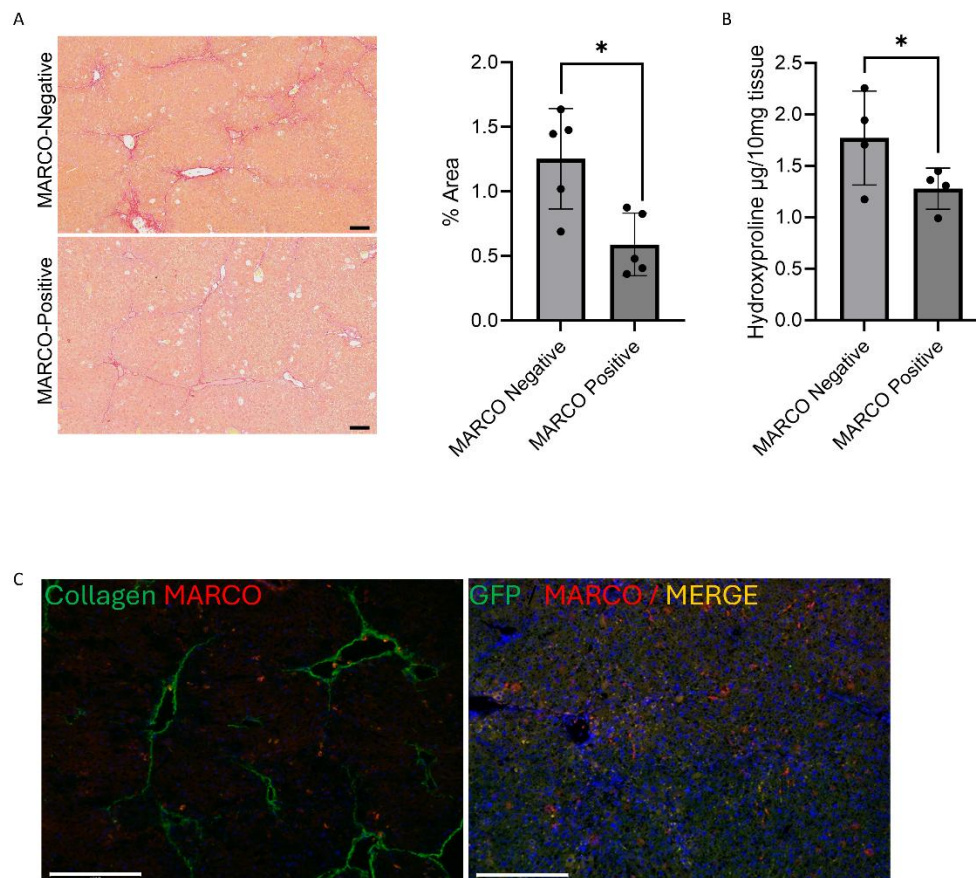

**Supplemental Figure 10. Macrophage Depletion with Clodronate followed by Adoptive Transfer of MARCO-positive macrophages decreases CCl<sub>4</sub> induced fibrosis. (A)** Clodronate containing liposomes were used to deplete endogenous macrophages 48 hours prior to injection with either MARCO-positive or MARCO-negative BMDMs and demonstrate the specific contribution of the transferred BMDMs in the reduction in fibrosis by Picrosirius Red staining. Scale bar = 100  $\mu\text{m}$  **(B)** Quantification of Picrosirius Red Staining shows a significant decrease in fibrosis with transfer of MARCO-positive macrophages into a clodronate-induced macrophage-depleted background with CCl<sub>4</sub> injury.  $*(P < 0.05)$ . **(C)** Immunofluorescence staining showing collagen I accumulation in a sample of live cells from a mouse with CCl<sub>4</sub>-induced fibrosis treated with MARCO-positive/GFP-positive BMDM. Scale bar = 275  $\mu\text{m}$ .

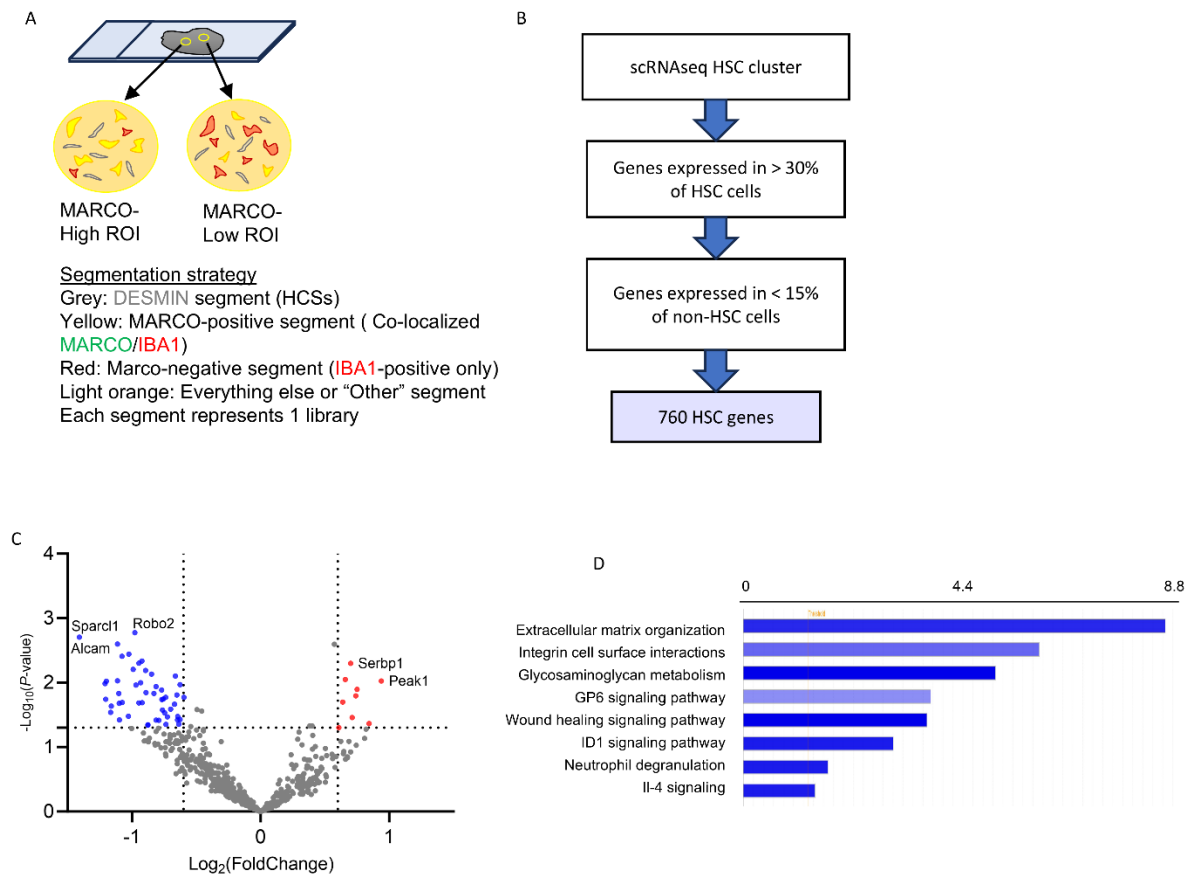

**Supplemental Figure 11. Spatial transcriptomic analysis. (A)** Segmentation strategy. **(B)** Strategy to subset the dataset to focus the analysis on HSC-expressed genes using our scRNAseq data set as reference. **(C)** Volcano plot of HSC differential gene expression in DESMIN-positive MARCO-High versus MARCO-Low areas with CCl<sub>4</sub>-induced fibrosis and no exogenous MARCO-positive BMDM transfer. **(D)** Ingenuity pathway analysis results show dysregulated pathways in HSC from MARCO-High ROIs compared to MARCO-Low ROIs.

## Reference

1. Chen H, Lau MC, Wong MT, Newell EW, Poidinger M, Chen J. Cytokit: A Bioconductor Package for an Integrated Mass Cytometry Data Analysis Pipeline. *PLoS Comput Biol.* Sep 2016;12(9):e1005112. doi:10.1371/journal.pcbi.1005112

How the deposited data were processed for this re-analysis (not part of the article)

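Spatial transcriptomes of 4 mouse livers were analysed from the authors' deposited GeoMx values, 607 genes in 159 segments. According to the paper, the probes of each segment were made into libraries and sequenced, deduplicated by their molecular identifiers to counts, filtered against negative control probes and by gene, and normalized to the upper quartile. The deposited signal values are thus Q3-normalized counts as deposited by the authors. The 75th percentile over the 607 genes was 26.074 in every segment, which fits Q3 normalization over these genes. Every value divided by the step of its segment was whole (96513 of 96513 values, relative tolerance 1e-06), so counts were recovered by that division. Raw reads and negative probe values were not analysed here, so the authors' filters were taken as given.

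Segment type, ROI class and liver were taken from the deposited sample names and descriptions. These label livers 1 and 3 as treated CCl_4_ and livers 2 and 4 as control, and no statement links a liver to the transfer of MARCO+ BMDMs or to saline. Each comparison was therefore made in each pair of livers and in all 4. One ROI of liver 4 had no class in the name of its library, and its class was taken from the titles of its samples. It was left out as an alternative.

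Recovered counts over the 607 genes ranged from 1448 to 16715 in HSC segments (median 3675), 3106 to 27341 in MARCO+ segments (median 8408), 1065 to 4457 in MARCO- segments (median 1639.5) and 75571 to 448875 in Other segments (median 209469). The 75th percentile of a HSC segment stood at a median of 7 counts, with a range from 3 to 30. By label, the HSC segments of MARCO Hi ROIs had a median of 2733 counts in the livers labelled treated CCl_4_ and 3941 in the livers labelled control, and those of MARCO Lo ROIs 3400 and 6947.5.

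Values of the segments of a liver and ROI class were averaged on the linear scale and taken as log2 after a pseudocount of 1. limma (version 3.58.1, lmFit and eBayes) was fitted to the 8 means with liver as a block, for the livers labelled treated CCl_4_, the livers labelled control, all 4 livers with equal weight per pair, and the difference between the pairs. The pairs were also compared within each ROI class, with the correlation between the means of a liver estimated by duplicateCorrelation (0.146). In fits with 1 liver left in a pair, the correlation of all 4 livers was kept. p was adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Lists were tested with camera, with a preset correlation of 0.01 and with the estimated one. The linear mixed model used lme4 (1.1.37) and lmerTest (3.1.3) on single segments, with p below 0.05 and a log2 difference beyond 0.6, the lines drawn in the paper's volcano plots. The paper names Benjamini-Hochberg adjustment for its comparisons, so the count at adjusted p below 0.05 is given beside it. The paper does not state the random term of its linear mixed model in its text, and a random intercept per liver was used. edgeR (4.0.16) and DESeq2 (1.42.0) were run on recovered counts summed per liver and ROI class. *Marco* was compared between segments by exact two-sided sign-flip permutation tests over livers. R was version 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

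The lists were the collagen genes (every symbol of a collagen chain, 11 genes), other matrix genes (25 of 40 listed genes analysed) and stellate cell genes (7 of 8). Lists for hepatocytes, pericentral and periportal hepatocytes, Kupffer cells, endothelial cells and cholangiocytes had 0 genes analysed here, and those for smooth muscle cells and portal fibroblasts 1 gene each, so none of these was tested. Single genes are given where the paper names them for this experiment in its text or in Figure 7 and Supplemental Figure 11C, whose positions in the figures had been seen. Also given are the 3 highest and 3 lowest log2 differences among the genes past the threshold with the same sign in every liver of a comparison, and members of a list where its result is given.

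The comparisons, the lists, this rule and the alternatives were set before the data were examined, apart from 3 alternatives. These are the subtraction of a background, the linear mixed model for single genes, and the alternatives for MARCO+ and Other segments. The alternatives set in advance were a pseudocount of 0 or 5, leaving out the genes of low value (405 genes left), the mean of log2 values or the median over segments, weights by the number of segments, no block, re-centring of each segment on its median, edgeR, DESeq2, single segments with duplicateCorrelation, leaving out the ROI without a class in its name, leaving out each liver, a random slope, adjusted p in the mixed model, and the estimated correlation in camera.

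The methods were tested on simulated counts with the depth of these segments, in which 200 of 607 genes were changed. The simulated livers did not differ from each other, in level or in change. The recovered shares can therefore be too high for the measured livers, and the counts of false calls too low. limma recovered 65% of changes of 1 on the log2 scale in the livers labelled treated CCl_4_ (30 false among 188 calls), 71% in the livers labelled control (20 of 191) and 87% over all 4 livers (56 of 243). DESeq2 recovered 22%, 36% and 57% with 0 false calls, and edgeR 66%, 69% and 85% with 4, 3 and 10 false calls. With 0 genes changed, limma, edgeR and DESeq2 made 0 calls at adjusted p below 0.05, with 37, 27 and 0 genes at an unadjusted p below 0.05 in the livers labelled treated CCl_4_. With the collagen genes lowered by 0.75, camera gave p = 2.67e-08 with the preset and p = 0.0275 with the estimated correlation in the livers labelled treated CCl_4_. The simulated genes were drawn independently of each other, whereas the measured collagen genes had an estimated correlation of 0.521. The simulation therefore cannot tell whether camera with the estimated correlation would find such a change in the measured values.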

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

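The test of dilution by macrophage RNA, the test of a lower share of HSC RNA, the list of macrophage genes without 3 matrix genes, the subtraction of a background and the alternatives for MARCO+ and Other segments were chosen only after the result was seen.

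The decrease of the collagen genes from MARCO Lo to MARCO Hi ROIs was larger in the livers labelled treated CCl_4_ than in the livers labelled control, with a median difference between the pairs of -0.46 (unrounded -0.4598), and that of the other matrix genes was -0.20 (unrounded -0.1981). It drew attention because camera with the preset correlation gave p = 0.00055 and p = 0.00317 for these differences, and p = 0.279 and p = 0.28 with the estimated correlation. Unequal depth is argued against as the whole cause, since with every HSC segment thinned to 1448 counts the median difference of the collagen genes was -0.42 (unrounded -0.4243), and it was between -0.89 and -0.04 in all 100 draws, against -0.55 before thinning. A difference between single livers rather than between labels stays open and has a value on its side. The medians per liver were -0.58 and -0.85 in the livers labelled treated CCl_4_ and -0.10 and -0.72 in the livers labelled control, so that the pairs overlap by -0.15 (unrounded -0.1474, lowest control minus highest treated; exact two-sided permutation test over the livers, p = 0.667). Without liver 2 the difference was 0.03 for the collagen and 0.04 for the other matrix genes. Liver 2 also had the largest difference in depth between ROI classes, -1.64 on the log2 scale against -0.32, -0.89 and -0.20 in livers 1, 3 and 4. Re-centring each segment moved the median over all genes of this difference from 0.12 to -0.23 and with it those of the collagen genes to -0.81 and of the other matrix genes to -0.55, so both lists stayed below all genes. A biological difference between the pairs stays open and was not tested, since the labels do not state which livers received MARCO+ BMDMs. The positions in Fig. 7D lay within the error for 17 of 17 genes in the livers labelled treated CCl_4_ and for 3 of 17 in the livers labelled control. Those in Supplemental Figure 11C did so for 0 of 5 and 5 of 5. This match goes with transfer in the livers labelled treated CCl_4_, but it rests on figures read by eye and was not used to assign the pairs.

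*Marco* was higher in HSC segments of MARCO Hi ROIs in 4 of 4 livers, by 1.12 on the log2 scale (unrounded 1.1249, SE 0.21, adjusted p = 0.000856 in limma), although these segments were selected to lack MARCO. DESeq2, the subtraction of a background (2.18) and the fits without liver 2 (1.01) or liver 4 (1.24) did not call it, with adjusted p from 1.96e-05 to 0.657 over the alternatives. Unequal depth is argued against as the whole cause, because with every HSC segment thinned to the same count the difference was 0.83 (unrounded 0.8289), and it was between 0.39 and 1.20 in all 100 draws, against 1.16 before thinning. RNA of MARCO+ macrophages in the HSC segments is a possible explanation that stays open. The 20 genes other than *Marco* with the largest excess in MARCO+ over Other segments of MARCO Lo ROIs had a median change of -0.17 (unrounded -0.1731) in HSC segments, 5 of them higher, against -0.12 to 0.17 for the central 95% of random lists. *Fcna*, which leads this list (4.00), was at -0.74 in HSC segments. The expectation written in advance took a median of 0 or lower as excluding this source. That was wrong, because *Marco* was itself higher by 1.48 in MARCO+ segments of MARCO Hi ROIs, so that an equal share of macrophage RNA in both ROI classes raises *Marco* and need not raise macrophage genes that did not rise there. *Fcna* did rise in MARCO+ segments (1.03) and fell in HSC segments in 4 of 4 livers (adjusted p = 0.0327), which goes against this source but is a single gene. The list included *Dcn* (-1.07), *Ecm1* (-0.79) and *Bgn* (-0.56), and the median of the 17 others was -0.14. Among these others, *Fcna*, *Vim*, *Zeb2*, *Flna*, *Lbh* and *Sema6d* were also higher by at least 1 on the log2 scale in HSC than in Other segments. Of 8 listed Kupffer cell genes, 0 were analysed. The list can therefore neither show nor exclude a larger share of macrophage RNA in MARCO Hi ROIs. As a share of its value in MARCO+ segments, *Marco* in HSC segments was 2.98%, 3.64%, 2.45% and 4.52% in MARCO Hi ROIs of livers 1 to 4 and 3.16%, 4.97%, 1.54% and 10.53% in MARCO Lo ROIs, larger in MARCO Hi ROIs in 1 of 4 livers. Expression of *Marco* in HSCs was not tested.

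Genes other than *Marco*, for which Figure 7B compares the ROI classes, also changed in MARCO+ and Other segments. In MARCO+ segments 3 genes passed adjusted p below 0.05 between MARCO Hi and MARCO Lo ROIs over all 4 livers. They are *Marco* (1.48), *Fcna* (1.03) and *Col3a1* (-0.86), of which *Fcna* was chosen after its values were seen. The count was 0 without any of livers 1 to 4. In Other segments 31 genes passed, 11 higher and 20 lower, with 22 in the livers labelled treated CCl_4_ and 2 in the livers labelled control, and the count over all 4 livers was 10 without liver 1 and 18 without liver 4. Of the 27 genes called in HSC segments, 23 had the same direction in Other segments, 6 of them called there, and 23 had the same direction in MARCO+ segments, 3 of them called. Across genes, which are not independent replicates, the changes of HSC and Other segments had a Pearson r of 0.441. All 11 collagen genes were lower in Other segments of MARCO Hi ROIs, with a median of -0.10 (unrounded -0.0991; camera, p = 2.19e-05 with the preset and p = 0.0463 with the estimated correlation), 13.2% of the median in HSC segments. In MARCO+ segments 8 of 11 were lower, with a median of -0.31 (camera, p = 0.00231 with the preset and p = 0.247 with the estimated correlation). A difference of the whole region could therefore underlie part of the changes in HSC segments and cannot be told apart from one in HSCs. The expectation written in advance took a share under 25% in Other segments as excluding it. That was wrong, because the collagen genes stood at a median percentile of 19.6 in Other segments, 7 of 11 below the 25th, against 80.1 in HSC segments, so a change there is compressed by the other signal. A technical cause for the other genes of these segments was not tested.

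Single values stood far from the rest of their group by Dixon's test in 5 of 66 groups, and chance gives about 1 in 20. In liver 2, 1 HSC segment of a MARCO Hi ROI had a mean log2 collagen value of 4.42 (unrounded 4.4218), the other segments lying between 4.91 and 5.16. In the same liver, 1 MARCO+ segment of a MARCO Hi ROI had *Marco* at 6.88 (unrounded 6.8824; others 7.76 to 8.47), and 1 had a total count of 11.64 on the log2 scale (unrounded 11.6425; others 12.58 to 13.29). In liver 1, 1 HSC segment of a MARCO Lo ROI had a total count of 12.39 on the log2 scale (unrounded 12.3907; others 11.21 to 11.57). Among the 4 livers, liver 4 had the highest total count of HSC segments in MARCO Hi ROIs, 12.39 on the log2 scale (unrounded 12.3901), with a median of 4974.5 counts per segment against 2350, 2627.5 and 2733 in livers 1 to 3. For the totals, the area and cell number of the segments were not analysed here, and no biological explanation was tested. For the collagen value, a contribution of depth stays open. The slope of the collagen value on depth within livers and ROI classes gave a change of -0.07 (unrounded -0.0736). That change is for the difference in depth between ROI classes and not for the depth of this segment.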

How the results depend on the processing

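The subtraction of a background, the linear mixed model for single genes and the alternatives for MARCO+ and Other segments were chosen only after the results were seen.

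For the 22 summary results, 325 alternatives were computed. In 265 the result kept its direction and its side of the threshold or moved by less than the limit set for it, in 12 it no longer passed, in 3 it reversed and in 45 a count moved by more than 1.5 times. The 4 comparisons of *Marco* between segments or ROI classes kept their direction in every alternative. For the 61 results for single genes, 1075 alternatives gave 899 unchanged calls, 133 lost, 24 gained and 19 reversed. Of the 22 called results for single genes, 0 of 384 alternatives reversed. All 22 calls were lost without liver 2 and without liver 4, while 16 were lost without liver 3 and 12 without liver 1, in fits with fewer livers. The subtraction of a background lost all 22, DESeq2 14, the median over segments 10, the fit without a block 6, re-centring 5, edgeR 2, the mean of log2 values 1 and single segments 1. Apart from fewer livers or fewer genes tested, the cause was not tested for any change given here.

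The count of 14 genes in the livers labelled treated CCl_4_ became 22 without the genes of low value (405 genes tested), 5 with the median over segments, 8 without a block for liver, 4 in DESeq2 (0 higher, 4 lower), 33 with single segments and 0 after subtraction of a background (78 at an unadjusted p below 0.05). Leaving out a liver gave 0 to 5 genes, with 5 without liver 1 and 0 without liver 2, 3 or 4. Re-centring gave 1 higher and 9 lower genes. The count of 0 in the livers labelled control became 1 without the genes of low value and 1 with the mean of log2 values. Over all 4 livers, 27 genes became 15 with the median over segments, 16 with re-centring (4 higher, 12 lower), 43 in edgeR (11 higher, 32 lower), 4 in DESeq2, and 0 after subtraction of a background (94 at an unadjusted p below 0.05). The subtraction made the collagen medians larger in size, at -1.17 over all 4 livers (camera, p = 2.01e-05) and -1.34 in the livers labelled treated CCl_4_ (p = 8.48e-06). Leaving out a liver gave 0 to 20 genes, with 20 without liver 1, 12 without liver 3 and 0 without liver 2 or 4. Between the pairs in MARCO Hi ROIs, 0 genes became 1 with a pseudocount of 5, 1 without the genes of low value, 2 with weights by the number of segments and 2 with single segments, and 0 to 1 on leaving out a liver (1 without liver 4). The counts of 0 between the pairs in MARCO Lo ROIs and for the difference between the pairs stayed at 0 in every alternative computed.

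In the linear mixed model for the livers labelled treated CCl_4_, 81 genes became 27 with adjusted p, 53 with a pseudocount of 5 and 39 with a random slope, and re-centring changed the split from 37 higher and 44 lower to 26 and 61. For the livers labelled control, 54 genes became 0 with adjusted p and 28 with a pseudocount of 5, and 33 to 39 on leaving out a liver (33 without liver 2, 39 without liver 4). Re-centring turned the split from 7 higher and 47 lower to 33 and 16, and it shifted the median over all genes in limma by more than 0.1, from -0.05 to 0.21.

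With the estimated correlation in camera, the collagen medians kept their values and no longer passed, at -0.79 in the livers labelled treated CCl_4_ (p = 0.142), -0.46 in the livers labelled control (p = 0.383), -0.75 over all 4 livers (p = 0.17) and -0.46 for the difference between the pairs (p = 0.279). The same held for the other matrix genes, at -0.32 (p = 0.143), -0.23 (p = 0.377), -0.28 (p = 0.17) and -0.20 (p = 0.28). On leaving out a liver, the collagen median in the livers labelled control lay between -0.72 and -0.10 (-0.10 without liver 4), and the difference between the pairs between -0.54 and 0.0271 (the latter without liver 2). The median of the other matrix genes in the livers labelled control was 0.0044 with re-centring, which changed its sign while the median over all genes moved to 0.21, so that the list stayed below the other genes (p = 0.00933). It was -0.22 after subtraction of a background (p = 0.118), and between -0.46 and -0.0445 on leaving out a liver (the latter without liver 4). For the difference between the pairs it lay between -0.42 and 0.0403 (the latter without liver 2, and -0.0672 without liver 3).

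In MARCO+ segments, 3 genes became 1 with a pseudocount of 0, 5 with a pseudocount of 5, 5 without the genes of low value, 1 with the mean of log2 values, and 0 on leaving out any liver (0 to 0). In Other segments, 31 genes became 16 with a pseudocount of 0, 49 with a pseudocount of 5, 0 without a block for liver, 19 with re-centring, and 10 to 28 on leaving out a liver (10 without liver 1, 18 without liver 4).

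Reversed values of single genes, of which 0 had passed the threshold, were as follows. In the livers labelled treated CCl_4_, *Col5a2* was at 0.0323 with single segments and 0.0353 in the linear mixed model, and between -0.83 and 0.55 on leaving out a liver. *Col4a2* was at 0.10 with the median over segments, 0.0477 in edgeR and 0.0344 in DESeq2, and between -0.15 and 0.0469 on leaving out a liver. *Adamtsl2* lay between -0.0655 and 0.78 on leaving out a liver, and *Adamts2* between -0.74 and 0.60, with 0.0068 after subtraction of a background. In the livers labelled control, *Emilin1* was at 0.0501 with re-centring, and *Des* at 0.15 with the median over segments, 0.0625 with re-centring and 0.16 after subtraction of a background. On leaving out a liver there, *Col1a1* lay between -0.93 and 0.22, *Col5a2* between -0.32 and 0.96, *Adamts2* between -0.59 and 0.80 and *Col4a1* between -0.0008 and 0.29, and *Col4a1* was at -0.0023 with the median over segments.

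Depth limits these results in that 14.3% of the genes of the median HSC segment stood at the lowest count of 1, and up to 55.2% in 1 segment. A gene at that count cannot be seen to fall further.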

Differences from the paper's values

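The subtraction of a background and the linear mixed model for single genes were chosen only after the results were seen, and are named below as such.

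The paper's log2 fold changes between MARCO Hi and MARCO Lo HSC segments were read by eye from Fig. 7D, which shows livers after transfer, and Supplemental Figure 11C, which shows livers without. Because the deposited labels do not state which livers received MARCO+ BMDMs, each value was compared with both pairs of livers. The error of a log2 fold change was the standard error of the fit here times the square root of 2. It was 0.41 to 0.45 in the main fit, and it is not the precision of the reading. Of the 17 genes of Fig. 7D, 0 differed from the values of the livers labelled treated CCl_4_ by more than the error and 14 differed from those of the livers labelled control. Of the 5 genes of Supplemental Figure 11C, 0 differed from the values of the livers labelled control and 5 from those of the livers labelled treated CCl_4_. The paper's test took single segments in a linear mixed model, and the values here rest on livers. The single genes of these 2 figures listed next differ only in the pair named with them. Each lies within the error in the other pair, so none differs from its figure in both pairs.

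*Col3a1* in the livers labelled control was at -0.74 where the paper has about -1.6 in Fig. 7D. The labels do not show that this pair is the group of that figure, and the other pair is at -1.61, within the error. Among the alternatives set before the data were examined, the value without liver 2 falls within the paper's, and the others do not. *Dcn* was at -0.78 where the paper has about -1.3 in Fig. 7D, and *Ecm1* at -0.63 where the paper has about -1.1 in Fig. 7D. Both come within the error with the mean of log2 values, single segments and without liver 2, and *Ecm1* also with the median over segments, and the others do not. *Lum* was at -0.93 where the paper has about -1.5 in Fig. 7D, within the error with the mean of log2 values, DESeq2 and single segments. *Col1a1* was at -0.36 where the paper has about -1.4 in Fig. 7D, within the error only without liver 2. *Mt1* was at 0.0946 where the paper has about 0.9 in Fig. 7D, within the error without a block for liver and without liver 2. *Plxna4* was at 0.44 where the paper has about 1.1 in Fig. 7D, within the error in DESeq2 only. For the following genes no alternative set before the data were examined came within the error. *Col1a2* was at -0.49 where the paper has about -1.5 in Fig. 7D, *Reln* at -0.56 where the paper has about -1.6 in Fig. 7D, *Emilin1* at -0.23 where the paper has about -1.3 in Fig. 7D, *Ndufa2* at 0.0093 where the paper has about 1.0 in Fig. 7D, *Tnrc6a* at -0.0601 where the paper has about 1.4 in Fig. 7D, *Nbeal1* at -0.40 where the paper has about 1.0 in Fig. 7D, and *Cryab* at -0.24 where the paper has about 1.1 in Fig. 7D. The subtraction of a background, chosen after seeing the values, brings *Col3a1*, *Dcn*, *Ecm1*, *Lum*, *Col1a2* and *Plxna4* within the error, but calls 0 genes in limma in either pair, so that it drops the 10 of 17 genes labelled in Fig. 7D that limma otherwise calls in the livers labelled treated CCl_4_ (0 of 17 in the livers labelled control). The linear mixed model for single genes, also chosen after seeing the values, brings *Dcn*, *Ecm1* and *Lum* within the error.

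*Sparcl1* in the livers labelled treated CCl_4_ was at -0.27 where the paper has about -1.4 in Supplemental Figure 11C, within the error in DESeq2 and without liver 1. Here too the other pair, at -1.16, lies within the error. *Alcam* was at -0.13 where the paper has about -1.1 in Supplemental Figure 11C, and no alternative came within the error. *Robo2* was at -0.15 where the paper has about -1.0 in Supplemental Figure 11C, within the error in DESeq2 and without liver 1. *Serbp1* was at 0.18 where the paper has about 0.7 in Supplemental Figure 11C, within the error with the median over segments, DESeq2 and without liver 3. *Peak1* was at 0.0898 where the paper has about 0.9 in Supplemental Figure 11C, within the error in DESeq2 and without liver 3. The other alternatives set before the data were examined do not reach these values. The subtraction of a background, chosen after seeing the values, brings *Sparcl1*, *Robo2*, *Serbp1* and *Peak1* within the error, and calls 0 genes in limma, which also calls 0 of the 5 genes labelled in Supplemental Figure 11C without it.

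For Fig. 7B the error was the SD over livers, from 0.22 to 1.02. The axis of Fig. 7B is labelled as log2, but the range of *Marco* in each group of segments there lies within the error of the natural logarithm of the values here for 15 of 16 ends. The exception is the highest MARCO- segment of MARCO Hi ROIs, at 6.18 as natural logarithm (8.91 as log2) where the paper has about 4.4 in Fig. 7B, a difference that no alternative was run for. The next highest MARCO- segment is at 4.36 as natural logarithm.

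The paper's text gives 760 genes for analysis, and 607 were analysed here. The paper's 159 segments match the number here.

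The paper states that *Ecm1* was downregulated after transfer. It did not pass the threshold in limma in either pair, at -0.96 (adjusted p = 0.0743) in the livers labelled treated CCl_4_ and -0.63 (adjusted p = 0.441) in the livers labelled control, and did pass over all 4 livers at -0.79 (adjusted p = 0.0138). In the livers labelled treated CCl_4_ it passed with a pseudocount of 5, without the genes of low value, with the mean of log2 values, with weights by the number of segments, in edgeR, with single segments and in the linear mixed model, the last chosen after seeing the values. Of the genes labelled in Fig. 7D, *Plac8*, *Ndufa2*, *Plxna4*, *Mt1*, *Nbeal1* and *Cryab* also did not pass in limma in either pair. *Plac8* passed over all 4 livers, at -0.85 (adjusted p = 0.00765). In the livers labelled treated CCl_4_, *Ndufa2* passed with single segments and in the linear mixed model, *Plxna4* in the linear mixed model, *Mt1* without the genes of low value, in edgeR and in the linear mixed model, *Nbeal1* with the mean of log2 values, with single segments and in the linear mixed model, and *Cryab* with single segments. Among the genes labelled in Supplemental Figure 11C, none passed in limma in the livers labelled control. *Sparcl1* passed there without the genes of low value and with the mean of log2 values.

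The paper's legend states that the genes named in Figure 7C were reduced with cell transfer. *Adamtsl2* was at 0.36 in the livers labelled treated CCl_4_ and 0.65 in the livers labelled control, and it and the other 5 genes not named elsewhere were lower in the livers labelled treated CCl_4_ than in the livers labelled control, the 5 at -0.43 to -0.05 against 0.10 to 0.41.

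The paper states that a significant downregulation of ECM genes was not observed without transfer. No label assigns a pair to the group without transfer. For single genes, limma called 0 in the livers labelled control (64 at an unadjusted p below 0.05), and edgeR and DESeq2 0 each. In the livers labelled treated CCl_4_ limma called 14, of which 11 were lower. The linear mixed model without adjustment called 3 collagen and 6 other matrix genes lower in the livers labelled control. In the livers labelled treated CCl_4_ it called 5 and 8. With adjusted p it called 0 of either list in the livers labelled control, and 3 and 6 in the other pair. For the list of collagen genes the median was -0.46 in the livers labelled control (camera, p = 0.00905 with the preset and p = 0.383 with the estimated correlation) and -0.79 in the livers labelled treated CCl_4_ (p = 3.53e-08 and p = 0.142).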

Other observations

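The test of dilution by macrophage RNA, the test of a lower share of HSC RNA, with and without further matrix genes, and the restriction to splits that part every liver were chosen only after the result was seen.

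Between the livers labelled treated CCl_4_ and the livers labelled control, 0 genes passed adjusted p below 0.05 in limma in HSC segments of MARCO Hi ROIs (35 at an unadjusted p below 0.05) and 0 in those of MARCO Lo ROIs (35), with 0 in edgeR and 0 in DESeq2 for each. The same comparison called 1 gene in MARCO Hi and 3 genes in MARCO Lo ROIs for MARCO+ segments, and 0 genes in each for Other segments, where 109 and 162 genes had an unadjusted p below 0.05.

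For the decrease of the collagen genes in HSC segments of MARCO Hi ROIs over all 4 livers, technical explanations were tested. With every HSC segment thinned to 1448 counts, the median difference was -0.48 (unrounded -0.4814), between -0.75 and -0.13 in all 100 draws, against -0.67 before thinning. Fewer counts are thus argued against as the whole cause. The slope of the mean log2 collagen value on depth within livers and ROI classes gave a difference of -0.07 (unrounded -0.0736, 95% bootstrap interval -0.26 to 0.12), 12.0% of the observed -0.61, which argues against background counts in shallow segments. The collagen median of -0.75 lay below the central 95% of 10000 random lists of the same size and abundance, whose lower bound was -0.19 (unrounded -0.1887), which argues against a shift shared by genes of like abundance. The share of macrophage RNA that the *Marco* level allows gave a change of at most -0.07 (unrounded -0.0667, in liver 4), which argues against dilution by RNA of MARCO+ macrophages over the 4 livers. In liver 2 alone that change was 52.0% of a small collagen median of -0.10.

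A lower share of HSC RNA in the HSC segments of MARCO Hi ROIs may explain part of this decrease and stays open. Of 69 genes outside the collagen genes and the list of other matrix genes that were higher by at least 1 on the log2 scale in HSC than in Other segments, 60 were lower in MARCO Hi ROIs. Their median was -0.34 (unrounded -0.3382), 45.2% of the collagen median and below the range of -0.03 to 0.10 for random lists. Some of the 69 also encode matrix proteins or act on them, and without 13 such genes, among them *Mmp2*, *Prelp* and *Tnxb*, 49 of 56 were lower, with a median of -0.33 (43.8% of the collagen median). The median over the 4 livers in Other segments, -0.0991, leaves a difference of the whole region open as well. The collagen decrease can therefore not be assigned to regulation within HSCs from these data, and a biological effect of neighboring MARCO+ macrophages was not tested apart from these explanations.

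The 7 stellate cell genes analysed were higher in HSC than in Other segments by a median of 1.97 on the log2 scale (unrounded 1.9667), each in 4 of 4 livers, against 0.04 over all genes. The list includes *Reln* and *Ecm1*, which the study names from these samples. The expectation written in advance took a difference of 1 or more as excluding that RNA of other cells makes up much of the HSC segments. That was wrong, because a difference from Other segments does not give the share of HSC RNA, and of the listed genes of hepatocytes, endothelial cells and Kupffer cells 0 were in the file, so the share stays open. Against MARCO+ segments the median was 1.1. *Des* was higher in HSC than in Other segments by 0.38, with a median of 2 counts per HSC segment and 20 of 41 segments at a count of 1.

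Other ways to split the 8 means of HSC segments into 2 groups of 4 were compared for the count of genes over all 4 livers, in a model with liver and group only. The real split called 24 genes and the highest of the other splits 2, so 1 of 35 splits reached the real count. Both means of a liver come from the same animal, so only the 8 splits that part the means of every liver are like the real one. The other 7 of these called 0 genes each, but 8 splits are too few for a share below 0.05, so chance cannot be excluded. With 3 splits the model could not be fitted, since they part no liver.

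Across genes, which are not independent replicates, the changes per liver had a Pearson r of 0.334 between livers 1 and 3, which share a label, and 0.116 between livers 2 and 4, which share the other. Between livers of different labels it was 0.156 for livers 1 and 2, 0.299 for livers 1 and 4, 0.192 for livers 2 and 3, and 0.367 for livers 3 and 4. No explanation was tested for these values.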
